# Brain injury drives optic glioma formation through neuron-glia signaling

**DOI:** 10.1186/s40478-024-01735-w

**Published:** 2024-02-02

**Authors:** Jit Chatterjee, Joshua P. Koleske, Astoria Chao, Andrew D. Sauerbeck, Ji-Kang Chen, Xuanhe Qi, Megan Ouyang, Lucy G. Boggs, Rujuta Idate, Lara Isabel Marco Y Marquez, Terrence T. Kummer, David H. Gutmann

**Keywords:** Optic glioma, Brain tumor, Cytokine, Traumatic brain injury, Optic nerve crush, Microglia, Tumor microenvironment, Tumorigenesis

## Abstract

Tissue injury and tumorigenesis share many cellular and molecular features, including immune cell (T cells, monocytes) infiltration and inflammatory factor (cytokines, chemokines) elaboration. Their common pathobiology raises the intriguing possibility that brain injury could create a tissue microenvironment permissive for tumor formation. Leveraging several murine models of the Neurofibromatosis type 1 (NF1) cancer predisposition syndrome and two experimental methods of brain injury, we demonstrate that both optic nerve crush and diffuse traumatic brain injury induce optic glioma (OPG) formation in mice harboring *Nf1*-deficient preneoplastic progenitors. We further elucidate the underlying molecular and cellular mechanisms, whereby glutamate released from damaged neurons stimulates IL-1β release by oligodendrocytes to induce microglia expression of Ccl5, a growth factor critical for *Nf1*-OPG formation. Interruption of this cellular circuit using glutamate receptor, IL-1β or Ccl5 inhibitors abrogates injury-induced glioma progression, thus establishing a causative relationship between injury and tumorigenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40478-024-01735-w.

## Introduction

The correlation between inflammation and cancer was first proposed by Rudolf Virchow in the nineteenth century based on the finding that cancers often originate at sites of chronic inflammation and that inflammatory cells are frequently abundant in tumors [8]. While inflammation can be triggered by various factors, including infection or tissue damage (short-lived), inflammatory factors can induce cellular proliferation and prolong cell survival through interactions established by mutations in growth regulatory genes [39]. For example, activation of the RET proto-oncogene, which is sufficient and necessary to induce papillary thyroid cancer, induces an inflammatory transcriptional program, resulting in the elaboration of interleukins, inflammatory cytokines, and chemokines [10]. Similarly, expression of oncogenic *KRAS* and *MYC* genes (Myc proto-oncogene) instructs the production of inflammatory cytokines and chemokines that maintain key aspects of tumor biology [3, 27, 52, 54].

In the setting of the Neurofibromatosis type 1 (NF1) cancer predisposition syndrome, both central (optic glioma) and peripheral (neurofibroma) nervous system low-grade tumor development and growth are dependent upon cytokines and chemokines produced by non-neoplastic immune cells in the cancer microenvironment. Leveraging *Nf1* genetically engineered mouse (GEM) models of plexiform neurofibromas [38], mast cells and T cells drive tumor formation and growth through the production of Kit ligand [61] and cytokines, like Cxcl10 [23], respectively, as well as through sustained expression of the periostin (Postn) injury response gene and increased NFkB signaling [22, 33]. Analogous to neurofibroma development, nerve injury attracts immune cells, such as macrophages and mast cells [14], to establish an inflammatory microenvironment. In this regard, the induction of cytokines and growth factors by neoplastic Schwann cells in neurofibromas resembles that observed in injury-induced Schwann cells [22]. Likewise, skin injury also accelerates the development and growth of cutaneous neurofibromas in *Nf1*-mutant mice, associated with increased Ccl2 and Ccl5 expression [48], while partial sciatic nerve transection induces the formation of neurofibromas in *Nf1*-mutant mice at the site of the injury [49].

In the central nervous system (CNS), mouse *Nf1* optic gliomas require the elaboration of Ccl5 from tumor-associated monocytes (TAMs) [53]. Previous studies from our laboratory have characterized a “neuron-immune-cancer cell” axis, in which neurons elaborate midkine in an activity-dependent manner [5], which stimulates T cell Ccl4 production to induce TAM (Tmem119^+^/Iba1^+^/CD45^low^/CD11b^+^ microglia [19, 46]) Ccl5-mediated support of glioma growth [28]. As such, Ccl5 is sufficient to increase the survival of optic glioma tumor cells, and its inhibition, either using neutralizing antibodies, Ccl5 receptor inhibitors, or genetic knockdown, abrogates tumor growth. Since Ccl5 is commonly induced by traumatic brain injury in both experimental rodent models [25, 32] and patients [1], we sought to explore the intersection between CNS injury and optic gliomagenesis using authenticated preclinical *Nf1*-mutant GEM strains. Capitalizing on the high tumor penetrance, stereotypic tumor location (prechiasmatic optic nerve and chiasm), and well-defined temporal course of optic glioma development in GEM [19, 55], we employed several different *Nf1*-mutant mouse lines and two complementary experimental approaches to demonstrate that brain injury establishes a supportive microenvironment sufficient for optic glioma formation in mice with progenitor cell *Nf1* loss. Moreover, we elucidate a new neuron-glia paracrine circuit, in which neuronal glutamate stimulates oligodendrocyte IL-1β production to result in TAM Ccl5-mediated tumor growth.

## Materials and methods

### Mice

All experiments were performed under an active and approved Animal Studies Committee protocol at Washington University School of Medicine (Institutional Animal Care and Use Committee). Mice were maintained on a 12-h light/dark cycle in a barrier facility with ad libitum access to food and water. Several lines of mice were used for these experiments, including *Nf1*^*flox/flox*^; hGFAP-Cre mice (*Nf1*^+*/*+^ mice with somatic *Nf1* gene inactivation in neuroglial progenitors [7]), *Nf1*^flox/mut^; GFAP-Cre (*Nf1*^OPG^) mice (*Nf1*^+*/−*^ mice with somatic *Nf1* gene inactivation in neuroglial progenitors at E16.5), *Nf1*^+*/*−^ mice (neomycin sequence insertion within exon 31 of the murine *Nf1* gene [11]), and *Nf1*^flox/R1809C^; GFAP-Cre (*Nf1*^R1809C^) mice (*Nf1*^+*/R1809C*^ mice with somatic *Nf1* gene inactivation in neuroglial progenitors at E16.5 [5]). Littermate *Nf1*^flox/flox^ mice were used as controls. Mice of both sexes were randomly assigned to all experimental groups without bias, and the investigators were blinded until the final data analysis. In accordance with Washington University IACUC guidelines, animals with compromised motion/eating habits or an unhealthy appearance were euthanized; however, no mice were euthanized due to tumor burden or as a result of the treatments performed in this study.

### Optic nerve crush

Mice were anesthetized by intraperitoneal injection of a sterile mixture of ketamine (100 mg/kg) and xylazine (10 mg/kg). After a surgical level of anesthesia was achieved, a small incision was made in the conjunctiva with spring scissors, beginning inferior to the globe and around the eye temporally, according to published protocols [15]. The exposed optic nerve was grasped approximately 1–3 mm distal to the globe for 10 s, with only pressure from the action of the self-clamping forceps to press on the nerve. After 10 s, the optic nerve was released and the forceps removed, allowing the eye to rotate back into place. Optic nerve crush was performed both unilaterally and bilaterally in separate experiments. At least 5 mice per group were used in all experiments.

### Traumatic brain injury

Traumatic brain injuries were performed using the modCHIMERA model as previously described [51], with sole exception being an impact energy of 0.77 ± 0.009 Joules (J). In brief, prior to initiation of the brain injury mice were anesthetized with 5% isoflurane for 2 min and 15 s followed by maintenance at 2.5% for the remainder of the experiment. The entire experiment took 5–7 min per animal. After the initial induction of anesthesia, a custom helmet was placed on the animals’ head and the animal was positioned such that the impact would occur on the midline of the skull 4 mm posterior to the lateral canthus of the eye. Immediately following the impact, eye lubricant was applied to the eyes, the animal was monitored for effective breathing, and recovery occurred in a warming box until the animal fully regained ambulatory function. At least 5 mice per group were used in all experiments.

### Optic nerve volume determinations

Isolated optic nerves were photographed using a Leica S9D with a Flexicam C3 camera, and their volumes calculated as previously described [16]. Using ImageJ (version 10.1), four diameter measurements were taken to estimate the thickness of each optic nerve, beginning at the chiasm (D_0_), at 150 µm (D_150_), 300 µm (D_300_), and 450 µm (D_450_) anterior to the chiasm. The volumes for regions 1, 2, and 3 at the three 150 μm high-truncated cones were merged using the diameter (D0, D150, D300, and D450) values from each optic nerve measurement. The following equation was used to calculate optic nerve volumes: V_1_ = 1/12 *π*h (D_0_^2^ + D_0_D_150_ + D_150_^2^).

### Immunohistochemistry and immunocytochemistry

Mice were euthanized and transcardially perfused with Ringers solution, followed by 4% paraformaldehyde (PFA) fixation. Fixed tissue was processed for paraffin embedding. Serial 4-μm paraffin sections of the optic nerve were immunostained with appropriate primary and secondary antibodies (Additional file 1: Table S1) and developed using the Vectastain ABC kit (Vector Laboratories, PK4000). For immunocytochemistry, sections of optic nerve were immunostained with appropriate primary and secondary Alexa-fluor-conjugated antibodies (Additional file 1: Table S1). Images of the optic nerve chiasm were acquired using Zeiss AxioScan-Z1 and Leica ICC50W microscopes with LAS EZ software or a Leica DMi8 fluorescent microscope with LAS X software.

### Microglia isolation

Microglia were isolated from D-PBS-perfused mouse brains. Single cell suspensions were generated with the multi-tissue dissociation kit (Miltenyi Biochemicals) using established protocols [16]. The resulting cells were maintained in minimal essential medium supplemented with 1 mM L-glutamine, 1 mM sodium pyruvate, 0.6% D-glucose, 1 ng/ml GM-CSF, 100 μg/ml P/S, and 10% fetal bovine serum (FBS). At 14 days in vitro, microglia were mechanically dissociated from the astrocyte layer by gentle shaking (200 g, 5 h, 37 °C). 5 × 10^5^ microglia per replicate were used for the IL-1β treatment experiments.

### Oligodendrocyte isolation

Mixed glial cultures were generated from 1 to 2-day-old mice pups as described previously [17]. Briefly, the cerebra of mice pups were dissected, minced, and digested at 37 °C using a neural tissue dissociation kit (Miltenyi Biotec, catalog #130-092-628) to generate a single-cell suspension. Cells were plated into 75-cm^2^ flasks and grown in DMEM with 10% fetal bovine serum (FBS) at 37 °C and 5% CO_2_ for the next 10 days. After 6–8 days, oligodendrocyte precursor cells (OPCs) can be visualized growing upon a mesh of astrocytes. On the 10th day, OPCs were purified from mixed glial cells by shaking. Cells were shaken initially for 1 h at 200 rpm to remove microglia, refed, and shaken again for 18–20 h at 37 °C at 200 rpm. OPCs were collected by centrifugation at 10 min at 100 × *g*. OPCs were then cultured in oligodendrocyte medium (Sciencell, catalog #1621). PDGF-AA (Sigma) was added at 10 ng/ml to Sato medium for allow for oligodendrocyte growth.

### RNA extraction and real-time PCR

Using the NucleoSpin® RNA Plus kit (Takara-740984.205), total RNA was isolated from the optic nerves of mice according to the manufacturer’s instructions. Isolated RNA was then reverse transcribed into cDNA using the Applied Biosystems High-Capacity cDNA Reverse Transcription Kit (#4374967) as per the manufacturer’s instructions. Real-time quantitative PCR (qPCR) was performed by TaqMan gene expression (Additional file 1: Table S2). ΔΔCT values were calculated using *Gapdh* as an internal control. All reactions were performed using the QuantStudio 3 system (Applied Biosystems). For each experiment, two mice were used per sample and 3 or 4 samples were included in each experiment.

### Western blotting

Total protein was extracted from cells and snap frozen tissues using RIPA buffer supplemented with a protease inhibitor cocktail and quantified using the Pierce BCA protein assay kit (Fisher scientific, PI23225). 40 µg of total protein lysate was separated in precast SDS–polyacrylamide gels (Biorad 432,156) by electrophoresis and transferred onto PVDF membranes, followed by blocking in 5% w/v nonfat dry milk and incubation with the indicated antibodies (Additional file 1: Table S1) overnight. Proteins were detected with IRDye-conjugated secondary antibodies using the LI-COR Odyssey Imaging system and Image Studio v5.2.

### *RNAScope *in situ* hybridization*

RNA in situ hybridization was performed using the Multiplex Fluorescent V2 Assay kit (ACDBio) in combination with Opal Dyes (Akoya Biosciences) as per manufacturer’s instructions. The in situ probes are listed in the (Additional file 1: Table S3). Images of the optic nerve chiasm were acquired on an ICC50W fluorescent microscope with Leica Application Suite X software or with a Leica DMi8 fluorescent microscope using LAS X software.

### RNA sequencing and analysis

RNA from sham control, optic nerve crush, and TBI mice was isolated and sequenced on an Illumina HiSeq platform. RNA-seq reads were then aligned and quantitated to the Ensembl release 101 primary assembly with an Illumina DRAGEN Bio-IT on-premise server running version 3.9.3-8 software. Analyses were conducted using Partek Flow version 10.0. Bulk RNA-seq reads were qualified to annotation model mm10—Ensambl release 102 v2. All gene counts were normalized by median normalization. Differential genetic analysis was performed for differences between crush and control samples using DESeq2, excluding features with average coverage < 1. Differential genetic analysis results were filtered to include only genes with *p*-value ≤ 0.05 and fold change ≥ 2. Pathway analysis was then conducted using DAVID 2021, Knowledgebase v2022q4 with annotation pathways GOTERM_BP_DIRECT, GOTERM_CC_DIRECT, and GOTERM_MF_DIRECT. Excel was used to create a bar plot of the number of genes in selected pathways.

### In vivo* mouse treatments*

Four-week-old *Nf1*^OPG^ mice were treated with 10 mg/kg NFκB inhibitor (NFκB-IN; Caffeic acid phenethyl ester, Fisher Scientific, 274310), 275 mg/kg PLX3397-containing or control chow pellets (Free Base), 1 mg/ml anti-IL-1β neutralizing antibodies (R&D System 1060-DE-100), anti-IgG2a control antibodies (R&D Systems), or memantine hydrochloride (20 mg/kg) by intraperitoneal injection. Optic nerves were harvested when the mice reached 12 weeks of age, and the percentage of Ki67^+^ cells and volume measurements determined as previously reported [16]. At least 5 mice per group were used in all experiments.

### Quantification and statistical analysis

GraphPad Prism software was used for data analysis. To determine differences between two groups, a two-tailed Student’s *t* test was used, whereas multiple comparisons were analyzed by a one-way analysis of variance (ANOVA) test with Dunnett’s multiple comparisons. Statistical significance was set at *P* ≤ 0.05. All experiments were independently repeated at least three times with at least three biological replicates.

## Results

### Optic nerve crush induces optic glioma formation

To determine whether optic nerve injury is sufficient to precipitate optic glioma formation in mice lacking *Nf1* expression in the cells of origin for these tumors (*Nf1*^*flox/flox*^; hGFAP-Cre mice), we performed bilateral optic nerve crush (ON-CR) at 6 weeks of age (Fig. 1a). Following ON-CR, there is progressive loss of retinal ganglion cells in the retina, as evidenced by reduced RPBMS^+^ cell (retinal ganglion cell; RGC) content (Fig. 1b). At 12 weeks of age, the optic nerves of *Nf1*^*flox/flox*^; hGFAP-Cre mice following ON-CR at 6 weeks of age exhibit increased optic nerve volume and proliferation (%Ki67^+^ cells) relative to sham surgery controls (Fig. 1c–e). Consistent with optic glioma formation, ON-CR results in increased cellularity (Fig. 1f) and GFAP (Glial fibrillary acidic protein; Fig. 1f, g) expression in the optic nerves of *Nf1*^*flox/flox*^; hGFAP-Cre mice, as well as increased Olig2^+^ (oligodendrocyte transcription factor 2) and Blbp^+^ (fatty acid binding protein 7) cellular content (%Olig2^+^ and %Blbp^+^ cells; Fig. 1h, i), relative to sham controls. It should be noted that tumors form in the prechiasmatic optic nerve and chiasm, which is 2.5 mm distal to the site of injury. Similarly, unilateral optic nerve crush (u-ON-CR) of *Nf1*^*flox/flox*^; hGFAP-Cre mice also results in optic glioma formation in the injured, but not in the contralateral, optic nerve (Fig. 1j, k**;** Fig S1a, b). In all cases, tumors are defined using human histologic criteria [4, 29] as a mass occupying lesion (architectural distortion, increased optic nerve volume) with increased proliferation (%Ki67^+^ cells), cellularity, and GFAP expression. The lesions generated in *Nf1*^*flox/flox*^; hGFAP-Cre mice following ON-CR are histologically indistinguishable from tumors that spontaneously develop in *Nf1*-OPG (*Nf1*^*flox/mut*^; hGFAP-Cre) mice. Importantly, ON-CR at 6 weeks of age results in optic glioma persistence at 24 weeks of age, as evidenced by increased optic nerve volume and proliferation (Fig S1c–e). In contrast, there is no change in optic nerve volume or proliferation in wild type mice following ON-CR performed at 6 weeks of age when analyzed at 12 weeks of age (Fig. S1f–h), indicating the requirement for *Nf1*-null preneoplastic cells to induce gliomagenesis in this injured, permissive microenvironment.

**Fig. 1:**
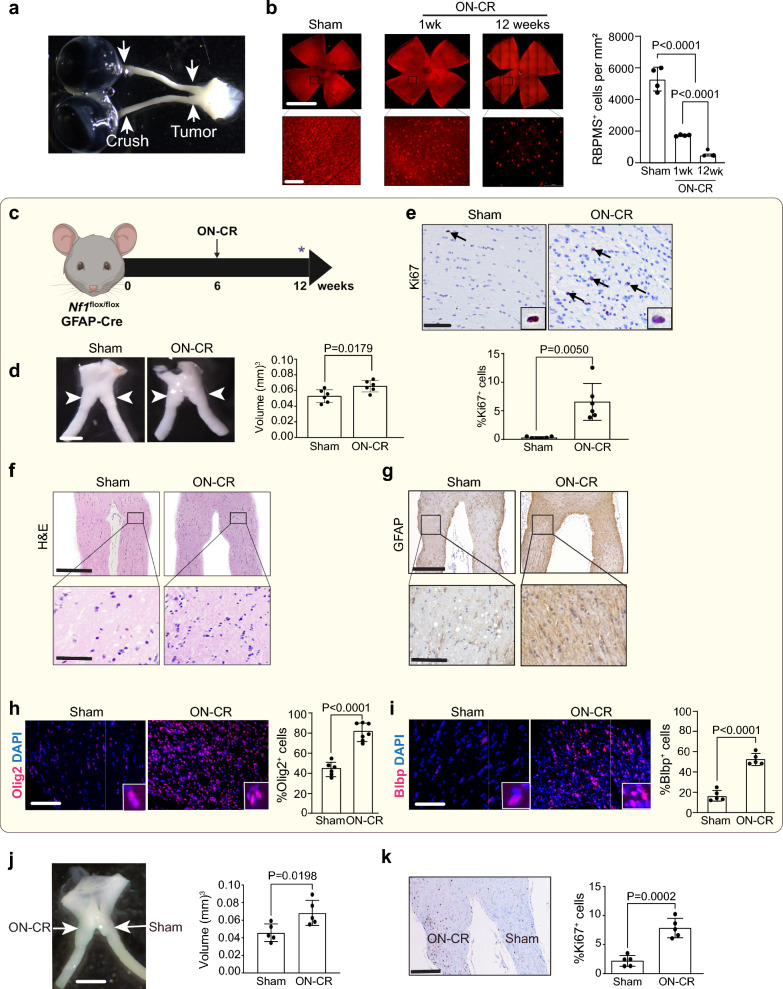
**a** Representative image of the site of optic nerve injury (ON-CR) relative to the site of tumor (optic glioma) formation. **b** Following optic nerve crush (ON-CR) at 6 weeks of age, *Nf1*^*flox/flox*^; hGFAP-Cre mice have progressive loss of retinal ganglion cells (RBPMS^+^ cells) in the retina relative to those undergoing a sham operation (sham, *n* = 4; 1 wk, *n* = 4; 12 wk, *n* = 3). **c** *Nf1*^*flox/flox*^; hGFAP-Cre mice are subjected to bilateral ON-CR, while control mice undergo a sham operation (incision without crush), at 6 weeks of age. Optic nerves are analyzed at 12 weeks of age. *Nf1*^*flox/flox*^; hGFAP-Cre mice following ON-CR have increased **d** optic nerve volumes (*n* = 6) and **e** percentages of proliferating (%Ki67^+^) tumor cells relative to the sham operation group (*n* = 6). Immunohistochemistry shows an increase in **f** optic nerve cellularity (H&E positive cells) and **g** GFAP expression in *Nf1*^*flox/flox*^; hGFAP-Cre mice following ON-CR compared to sham controls. Immunofluorescence microscopy reveals increased **h** %Olig2^+^ cells (sham, *n* = 6; ON-CR, *n* = 7) and **i** %Blbp^+^ cells (sham, *n* = 5; ON-CR, *n* = 5) in the optic nerves of *Nf1*^*flox/flox*^; hGFAP-Cre mice following ON-CR compared with sham controls. **j** Following unilateral optic nerve crush (u-ON-CR) in *Nf1*^*flox/flox*^; hGFAP-Cre mice at 6 weeks of age, the prechiasmatic region ipsilateral to the u-ON-CR exhibits greater **j** volume (*n* = 5) and **k** proliferation (%Ki67^+^ cells; *n* = 5) relative to the prechiasmatic region contralateral to the u-ON-CR at 12 weeks of age. Data are presented as the means ± SEM. Scale bars: **b** Upper panel scale bar, 500 µm; lower panel scale bar, 100 µm; **d**, **j** 100 µm; **f**, **g** Upper panel bar, 200 µm; lower panel scale bar, 50 µm; **e**, **h**, **i** 40 µm; **k** 200 µm, **b**, One-way ANOVA with Bonferroni post hoc correction; **d**, **e**, **h**, **i**, **j**, **k**, Two-tailed Student’s test

Next, we asked whether optic nerve injury worsens optic glioma growth in mice that normally form optic gliomas at 12 weeks of age (*Nf1*^flox/neo^; hGFAP-Cre, *Nf1*^OPG^ mice) [7]. *Nf1*^OPG^ mice harbor a germline *Nf1* gene mutation (neomycin targeted disruption of exon 31) and Cre-mediated *Nf1* loss in neuroglial progenitor cells at E16.5, which results in a well-defined temporal and spatial pattern of gliomagenesis [19, 55]. Following ON-CR at 6 weeks of age (Fig. 2a), *Nf1*^OPG^ mice exhibit increased optic nerve volumes (Fig. 2b), tumor proliferation (%Ki67^+^ cells; Fig. 2c), cell density (Additional file 2: Fig. S2a) and GFAP expression (Additional file 2: Fig. S2b) at 12 weeks of age, relative to sham controls. Moreover, the optic nerves of *Nf1*^OPG^ mice following ON-CR have increased Olig2^+^ and Blbp^+^ cell content (%Olig2^+^ and %Blbp^+^ cells; Fig. 2d, e, respectively) compared to the sham control group.

**Fig. 2:**
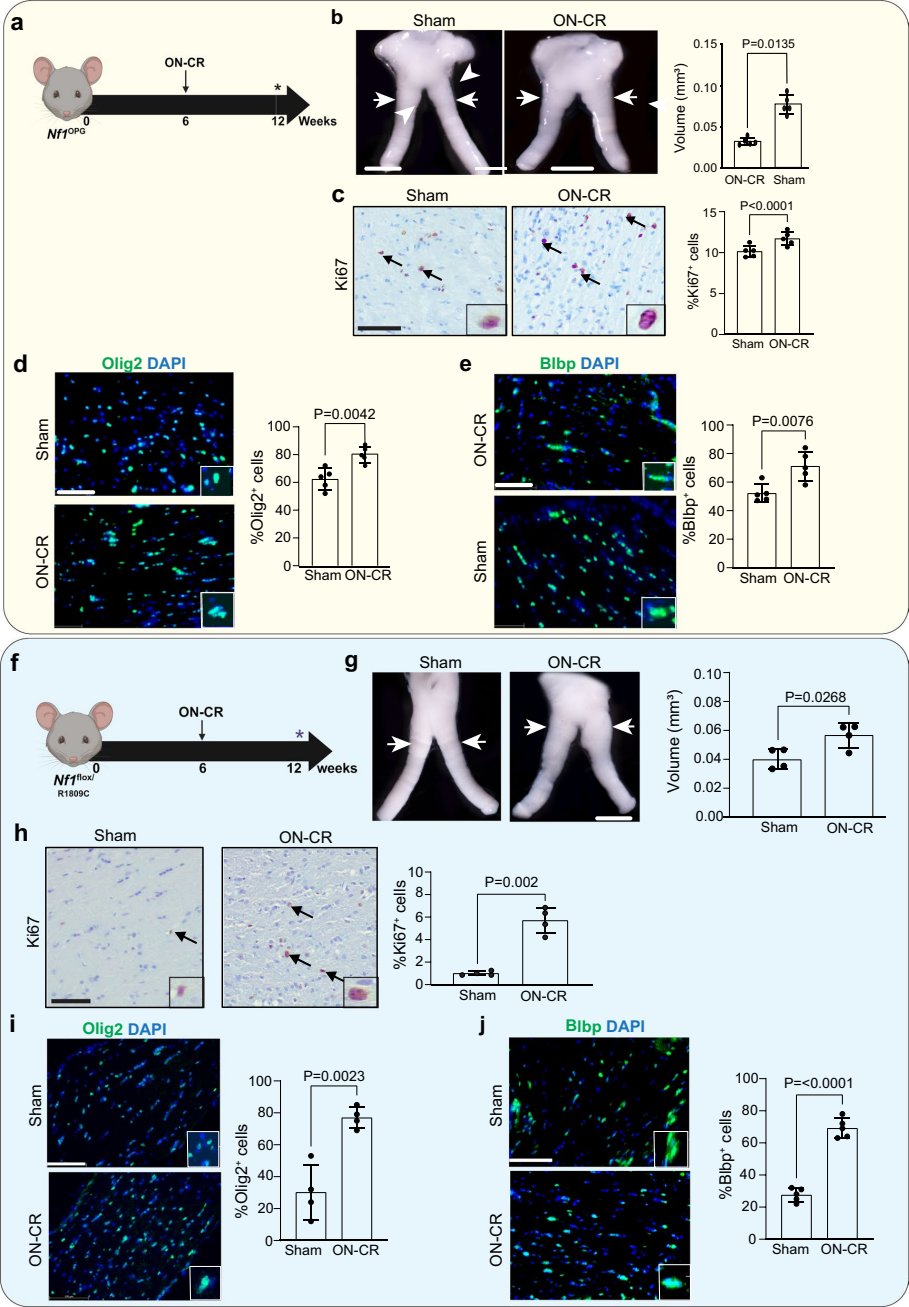
**a** *Nf1*^OPG^ mice undergo optic nerve crush (ON-CR) at 6 weeks of age, while optic nerves are analyzed at 12 weeks of age. *Nf1*^OPG^ mice following ON-CR have increased **b** optic nerve volumes and exhibit increased **c** proliferation (%Ki67^+^ cells; *n* = 5), **d** %Olig2^+^ cells (*n* = 7) and **e** %Blbp^+^ cells (*n* = 5). **f** 12-week-old *Nf1*^f/R1809C^; hGFAP-Cre mice following optic nerve crush (ON-CR) at 6 weeks of age exhibit increased **g** optic nerve volumes (*n* = 5), **h** proliferation (%Ki67^+^ cells, *n* = 5), **i** %Olig2^+^ cells (*n* = 7) and **j** %Blbp^+^ cells (*n* = 5) compared to those undergoing a sham operation (*n* = 4). Data are presented as the means ± SEM. Scale bars: **b**, **g** 100 µm; **c**, **d**, **e**, **h**, **i**, **j** 50 µm. Two-tailed Student’s *t* test

Lastly, we sought to determine whether optic gliomas could be induced in *Nf1*-mutant mice that normally do not form tumors. For this experiment, we leveraged mice harboring the germline Arg1809Cys (R1809C) *Nf1* missense mutation seen in people with NF1 who lack neurofibromas and brain tumors [50]. Similar to their human counterparts, *Nf1*^flox/R1809C^; hGFAP-Cre mice also do not form optic gliomas [5]. Following ON-CR at 6 weeks of age (Fig. 2f), *Nf1*^flox/R1809C^; hGFAP-Cre mice develop optic gliomas at 12 weeks of age with increased optic nerve volume (Fig. 2g), proliferation (Fig. 2h), Olig2^+^ and BLBP^+^ cellular content (%Olig2^+^ and %BLBP^+^ cells; Fig. 2i, j, respectively), as well as increased cellularity (Additional file 2: Fig. S2c) and GFAP expression (Additional file 2: Fig. S2d) compared to the sham control group. Taken together, these findings demonstrate that optic nerve crush is sufficient to induce glioma formation in mice with progenitor cell *Nf1* loss.

### T cells are not required for ON-CR-induced gliomagenesis

Previous studies have implicated T cells in the pathobiology of optic nerve injury [12, 18, 59, 63]. Similarly, we have previously demonstrated that T cells are required for optic glioma formation and growth in experimental *Nf1* mouse models [16, 19, 28, 43]. In *Nf1*^OPG^ mice, we elucidated a “neuron-immune-cancer cell” circuit [28], where T cells are induced by *Nf1*-mutant neuron-produced midkine to express Ccl4, which stimulates TAMs to secrete Ccl5, a key growth factor for *Nf1*-OPG development and progression [28, 53]. To determine whether T cells are necessary for *Nf1* optic gliomagenesis in *Nf1*^*flox/flox*^; hGFAP-Cre mice in the setting of ON-CR, we performed several experiments. First, we analyzed T cell content in the optic nerves of *Nf1*^*flox/flox*^; hGFAP-Cre mice following ON-CR. While increased CD3^+^ cell content is observed (Fig. 3a), there is no increase in *Ccl4* expression as measured by qPCR (Fig. 3b). Second, we depleted T cells with systemic anti-CD3 (αCD3) antibody treatment for 6 weeks immediately after ON-CR (6 weeks of age) and compared to mice treated with anti-IgG control antibodies (Fig. 3c). In contrast to our prior studies in which T cell depletion blocked *Nf1*-OPG growth and reduced CD3 T cell content [28], CD3 T cell depletion (Fig. 3d) does not change optic nerve proliferation (Fig. 3e) or *Ccl5* expression (Fig. 3f) in 12-week-old *Nf1*^*flox/flox*^; hGFAP-Cre mice following ON-CR at 6 weeks of age relative to controls. Third, since T cells stimulate TAM production of Ccl5 to sustain *Nf1*-OPG growth [28, 43], we quantified *Ccl5* induction following ON-CR at 6 weeks of age. ON-CR in wild-type mice leads to increased Ccl5 production 7 days post-injury (Fig. 3g). However, this induction does not require T cells, as optic nerves from mice lacking mature T cells (*Foxn1*^*−/−*^; Fig. 3h) or all mature adaptive immune cells (*Rag1*^*−/−*^; Fig. 3i) still exhibit increased Ccl5 expression 7 days after injury. In contrast to the requirement for T cells for TAM Ccl5 production during spontaneous gliomagenesis in *Nf1*^OPG^ mice, optic nerve injury-induced Ccl5 expression operates in a T cell-independent manner.

**Fig. 3:**
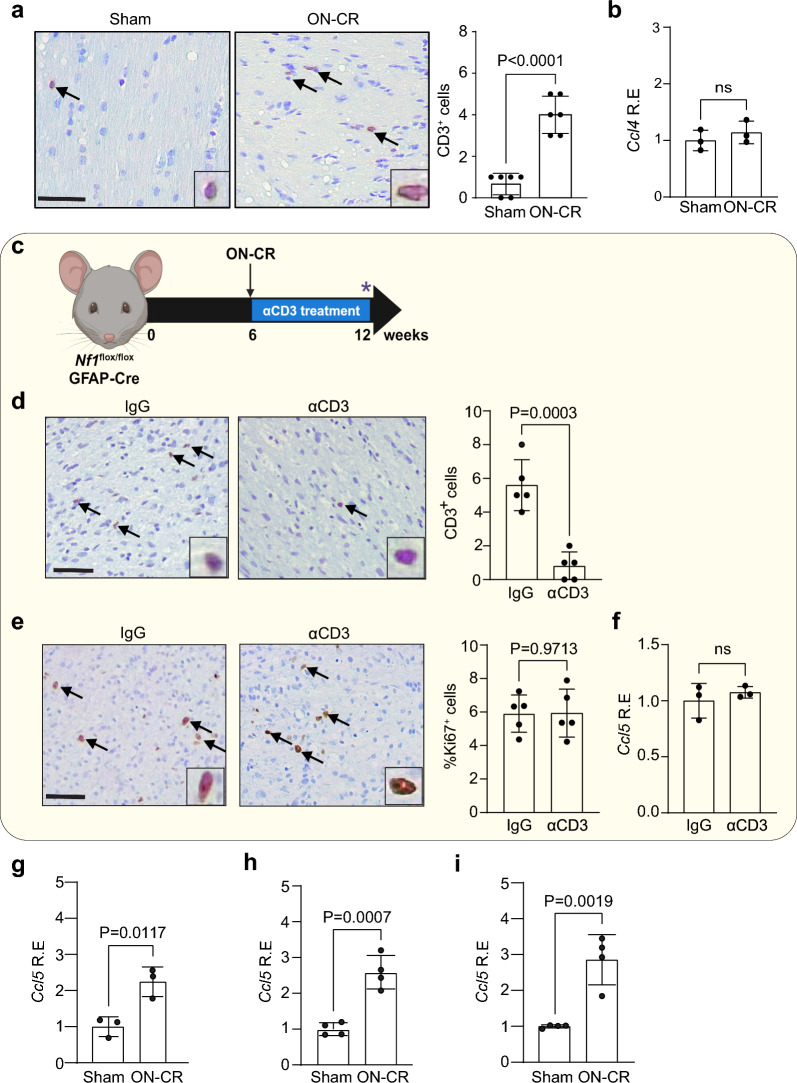
**a** Following optic nerve crush (ON-CR) at 6 weeks of age, *Nf1*^*flox/flox*^; hGFAP-Cre mice at 12 weeks of age have increased numbers of CD3^+^ cells in their optic nerves relative to those receiving a sham operation (*n* = 6); however, there was no change in **b** *Ccl4* mRNA expression by qPCR (*n* = 3). **c** Immediately after ON-CR, *Nf1*^*flox/flox*^; hGFAP-Cre mice received intraperitoneal injections of anti-CD3 (αCD3) antibodies every other day for 6 weeks. Control mice were injected with anti-IgG antibodies. Optic nerves were analyzed at 12 weeks of age. αCD3 antibody treatment (150 µg) reduced **d** CD3^+^ cell content (*n* = 5) and **e** proliferation (%Ki67^+^ cells; *n* = 5). **f** αCD3 antibody treatment following ON-CR does not change *Ccl5* RNA expression by qPCR compared to IgG-treated controls (150 µg; *n* = 3). Increased *Ccl5* RNA expression in the optic nerves (qPCR) was observed 7 days after ON-CR in **g** *Nf1*^*flox/flox*^; hGFAP-Cre (*n* = 3), **h** athymic (*Foxn1*^nu/nu^; *n* = 4), and **i** *Rag1*^−/−^ mice (*n* = 4) compared to sham controls. Scale bars: **a**, **d**, **e** 50 µm. Two-tailed Student’s *t* test (ns, not significant)

### TAM Ccl5 production is required for ON-CR-induced gliomagenesis

Consistent with our prior reports demonstrating that TAMs and TAM-produced Ccl5 are required for *Nf1* optic glioma formation and growth [28, 46, 53], *Nf1*^*flox/flox*^; hGFAP-Cre mouse ON-CR results in a dramatic increase in TAM content (%Iba1^+^ cells; Fig. 4a) and Ccl5 expression (Fig. 4b) relative to sham treated mice. The majority of the Ccl5 is made by TAMs (Additional file 2: Fig. S3a, b), rather than astrocytes, as revealed by *Tmem119* and *Ccl5* RNAScope (Fig. 4c). To demonstrate that TAMs are required for ON-CR-induced optic glioma formation in *Nf1*^*flox/flox*^; hGFAP-Cre mice, we performed two experiments. First, we depleted TAMs using the CSF-1R inhibitor PLX3397 (PLX) for 6 weeks immediately following ON-CR at 6 weeks of age (Fig. 4d). TAM depletion results in reduced tumor proliferation (%Ki67^+^ cells; Fig. 4e), Blbp^+^ and Olig2^+^ cell content (%Olig2^+^ and %Blbp^+^ cells; Additional file 2: Fig. S3c) and Ccl5 expression (Additional file 2: Fig. S3d). Since TAM Ccl5 production is regulated by NFκB activation in the setting of *Nf1*-OPG [16, 28], we analyzed Iκbα phosphorylation (p-Iκba^Ser32^) by western blotting. At 12 weeks of age, there is increased Iκbα phosphorylation in the optic nerves of *Nf1*^OPG^ mice following ON-CR relative to sham controls (Fig. 4f), which is restricted to TAMs (Additional file 2: Fig. S3e). Second, since ON-CR induces TAM Ccl5 production, we treated *Nf1*^*flox/flox*^; hGFAP-Cre mice with an NFκB inhibitor (10 mg/kg CAPE; NFκB-IN) for six weeks following ON-CR at 6 weeks of age (Fig. 4g). Relative to vehicle (PBS)-treated controls, NFκB inhibition reduces tumor proliferation (%Ki67^+^ cells; Fig. 4h), BLBP^+^ and Olig2^+^ cells (%Olig2^+^ and %Blbp^+^ cells; Additional file 2: Fig. S3f) and Ccl5 expression (Fig. 4i) at 12 weeks of age. Collectively, these findings demonstrate that ON-CR induces *Nf1* optic gliomagenesis in a TAM/Ccl5-dependent manner.

**Fig. 4:**
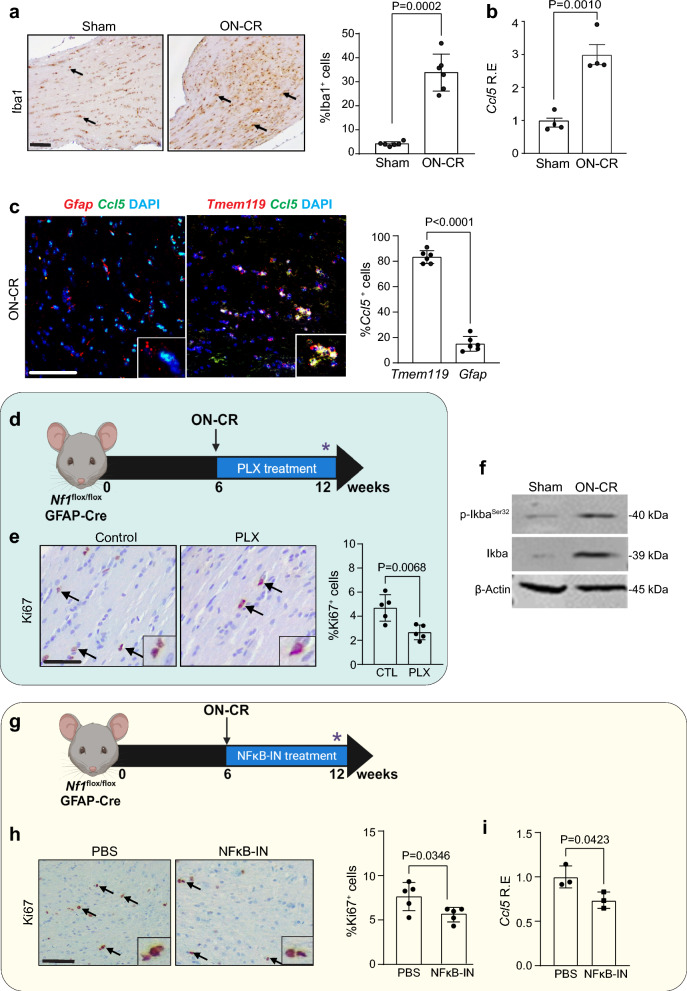
Following optic nerve crush (ON-CR) at 6 weeks of age, *Nf1*^*flox/flox*^; hGFAP-Cre mice at 12 weeks of age have increased **a** TAMs (%Iba1^+^ cells; *n* = 6) and **b** *Ccl5* mRNA expression (qPCR; *n* = 4) in their optic nerves relative to sham controls. **c** *Ccl5* is expressed by Tmem119^+^ microglia, but not by astrocytes (GFAP^+^ cells). **d** Immediately after ON-CR at 6 weeks of age, *Nf1*^*flox/flox*^; hGFAP-Cre mice received PLX33397 (PLX) by replacing normal chow (AIN-76A rodent diet; Research Diet Inc.) with 275 mg/kg PLX3397-containing chow (Free Base) for 6 weeks. Control mice received normal chow. Optic nerves were analyzed at 12 weeks of age. **e** PLX treatment results in reduced optic nerve proliferation (%Ki67^+^ cells; *n* = 5). **f** Following ON-CR, *Nf1*^*flox/flox*^; hGFAP-Cre mouse optic nerves (*n* = 3) have increased Iκbα phosphorylation relative to sham controls (*n* = 3). **g** Treatment of *Nf1*^*flox/flox*^; hGFAP-Cre mice with 10 mg/kg CAPE (NFκB-IN) immediately after ON-CR at 6 weeks of age results in reduced **h** optic nerve proliferation (Ki67^+^ cells; *n* = 5) and **i** *Ccl5* RNA expression (*n* = 3) relative to vehicle-treated mice at 12 weeks of age. Data are presented as the means ± SEM. Scale bars: **a**, **c**, **e**, **h**. 50 µm. Two-tailed Student’s *t* test

### Injury-induced IL-1β increases TAM production of Ccl5

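The RNA sequencing compared whole optic nerves of 12-week-old mice, 3 with sham surgery (mice 1 to 3) and 3 with ON-CR (mice 4 to 6) at 6 weeks of age. The sample labels give the age at analysis as 3 months. In Nf1flox/flox; hGFAP-Cre mice, Cre recombinase driven by the human GFAP promoter inactivates Nf1 in neuroglial progenitors and the cells that arise from them. Reads were aligned and quantified by the authors with Illumina DRAGEN software against the Ensembl mouse genome, and gene counts were normalized in Partek Flow by median normalization. The deposited values are therefore estimated counts divided by one factor per library, and they are not whole numbers. In each library the most frequent low values are multiples of one step, the value of 1 read, which lay between 0.885 and 1.06. Division by this step gave 19892892, 23621006 and 20581556 estimated reads on genes in sham mice 1, 2 and 3, with a median of 20581556. ON-CR mice 4, 5 and 6 had 18978379, 17414091 and 18214570 estimated reads, with a median of 18214570, so every ON-CR library was shallower than every sham library. Between 68.6% and 70.6% of the values per library came out as whole reads. Replicate libraries differed by more than the sampling noise, with a chi-square per degree of freedom from 16.5 to 47.2 over the pairs within a group, and each mouse was counted as 1 replicate.
All 25755 genes of the table were tested with limma on log2(value + 1), with a trend on mean expression and Benjamini-Hochberg adjustment. The filter of the paper's methods on average coverage removed no gene, since the lowest total over the 6 libraries was 10 estimated reads. Fold changes are on the log2(value + 1) scale, which understates the change of genes with low values. A gene with 3 or fewer reads in each library of a group was treated as being at the floor of detection in that group. For single genes, 3 mice against 3 allow no exact permutation p below 0.1. The groups also differed in sex-linked transcripts. The Y-linked gene Ddx3y had normalized values of 1645, 1291 and 1544 in sham mice 1, 2 and 3, and of 976, 4.19 and 0 in ON-CR mice 4, 5 and 6. The non-coding RNA Xist, which is transcribed from the inactive X chromosome, was at 16.6 ± 14.4 (SD, n = 3) in sham mice and 5065 ± 2045 (SD, n = 3) in ON-CR mice.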

To investigate the mechanism by which ON-CR induces TAM Ccl5 production, we performed bulk RNA sequencing on isolated optic nerves from ON-CR and sham-treated *Nf1*^*flox/flox*^; hGFAP-Cre mice (Additional file 2: Fig. S4a). Following filtering of differentially expressed transcripts (*P* values ≤ 0.01, false discovery rate ≤ 0.05, and log fold change ≥ 5), we examined the top 40 differentially regulated pathways (Additional file 2: Fig. S4b). 

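With the thresholds of P at or under 0.01, adjusted p at or under 0.05 and an absolute log2 fold change of at least 5, 4 genes passed, and all 4 were higher after ON-CR. They were Xist, Tsix, Cdsn and Dcstamp. Without ON-CR mouse 4, 8 genes passed, 4 higher and 4 lower. Dcstamp had no read in any sham library and was at least 22.2-fold higher after ON-CR. Its normalized values were 34.9, 11.5 and 145 in ON-CR mice 4, 5 and 6, so the size of this bound rests largely on mouse 6. Its log2 fold change was 4.41 without ON-CR mouse 6 and 6.18 without ON-CR mouse 5. The adjusted p of Dcstamp by limma was from 0.00212 to 0.0714 when each mouse was left out in turn. It was 0.116 under voom with sample quality weights. Read as a 5-fold change, the same thresholds passed 50 genes, 45 higher and 5 lower, of which 12 were at the floor of detection in their lower group. At an adjusted p at or under 0.05 alone, 540 genes differed, 250 higher and 290 lower. The filter of the paper's methods (unadjusted p at or under 0.05 and a fold change of at least 2) passed 1201 genes, 817 higher and 384 lower, 205 of them at the floor in their lower group. The number of genes with an adjusted p at or under 0.05 was moved most by leaving out ON-CR mouse 6, which gave 67. Leaving out ON-CR mouse 4 changed the split by direction, with 4 genes higher and 4 lower past a log2 fold change of 5. This mouse alone among the ON-CR mice kept Y-linked transcripts, at 65.4% to 83.2% of the sham mean. The 4 Y-linked genes examined were under 5% of it in the other ON-CR mice. Y-linked genes may thus be among those lower, and the changed split need not reflect the injury. The same fit gave 28 higher and 16 lower with a 5-fold change. At an adjusted p at or under 0.05 alone it gave 137 higher and 325 lower. The values of the 2 groups did not overlap for 21.6% of the genes, against 10% by chance.
Among genes with an adjusted p at or under 0.05, a mean value of at least 50 and no overlap between the groups, the 5 that rose most were Xist, Tsix, Cdsn, Cst7 and Ccl4. Xist (ENSMUSG00000086503.4, chromosome X of GRCm38 from 103460366 to 103483254) overlaps the antisense gene Tsix, whose reads the counting may have shared, and both follow the sex-linked difference between the groups. Cst7 (ENSMUSG00000068129.5, chromosome 2 from 150570415 to 150578944) encodes the protease inhibitor cystatin F and went from 16.8 ± 7.39 to 542 ± 136 (SD, n = 3 each), a log2 fold change of 4.97 (standard error 0.32, adjusted p = 0.000136 by limma). Ccl4 (ENSMUSG00000018930.3, chromosome 11 from 83662584 to 83664683) went from 14.7 ± 4.43 to 432 ± 129 (SD, n = 3 each), a log2 fold change of 4.78 (standard error 0.30, adjusted p = 0.000136 by limma). With each mouse left out in turn, the log2 fold change of Ccl4 stayed between 4.56 and 5.00. The rise of Cdsn, a gene of the cornified skin, had an adjusted p of 0.0105 by limma. This was 0.128 without ON-CR mouse 6, 0.0648 in a robust fit and 0.0605 with a pseudocount of 0.1, over a range of 0.00587 to 0.128 in all settings tried. The 5 genes that fell most were Hapln2, Chchd10, Hes5, Rarres1 and Bckdhb. Hapln2 (ENSMUSG00000004894.10, chromosome 3 from 88021750 to 88027583), which encodes a link protein of the matrix at nodes of Ranvier, went from 957 ± 499 to 108 ± 40.0 (SD, n = 3 each), a log2 fold change of -3.08 (standard error 0.34, adjusted p = 0.00264 by limma). Chchd10, which overlaps Gm867 and Mmp11 on the other strand, had a log2 fold change of -3.02 (adjusted p = 0.00129 by limma). Hes5, which Gm20421 overlaps on the other strand, Rarres1 and Bckdhb lost their adjusted p at or under 0.05 when ON-CR mouse 6 or sham mouse 2 was left out. Hes5 also lost it without sham mouse 3 and under voom with sample quality weights, and Bckdhb without sham mouse 1.
Lists of marker and pathway genes, written before the data were examined, were tested with camera at a preset inter-gene correlation of 0.01. Of these lists, 8 were higher after ON-CR and 3 lower at an adjusted p at or under 0.05. Genes of reactive astrocytes had a median log2 fold change of 1.48, proliferation genes 1.49 and activated microglia genes 1.02. Mature oligodendrocyte genes had a median of -0.86, with 0 of 15 genes higher. These 4 lists also passed under fry, a rotation test. None of the 11 passed when the inter-gene correlation was estimated from the data, with adjusted p-values by limma from 0.234 upward.
Over-representation of Reactome pathways was tested on the genes that passed the filter of the paper's methods, with a one-sided Fisher exact test against the 5664 tested genes found in a Reactome pathway. Of 915 pathways, 11 had an adjusted p at or under 0.05. The lowest was that of class A rhodopsin-like receptors, with 31 genes against 12.1 expected (adjusted p = 0.000792, Fisher's exact test). Of the 31 genes, 22 were higher, and by camera on all genes this pathway was not called (adjusted p = 0.422). Cholesterol biosynthesis had 8 of its 22 genes on the list, all lower, against 1.13 expected (adjusted p = 0.00229, Fisher's exact test). The genes that passed the stricter thresholds with a log2 fold change of 5 gave 0 enriched pathways. They were only 4, too few for this test to find a pathway, so the 0 does not bear on the paper's pathways.

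**Figure D1:**
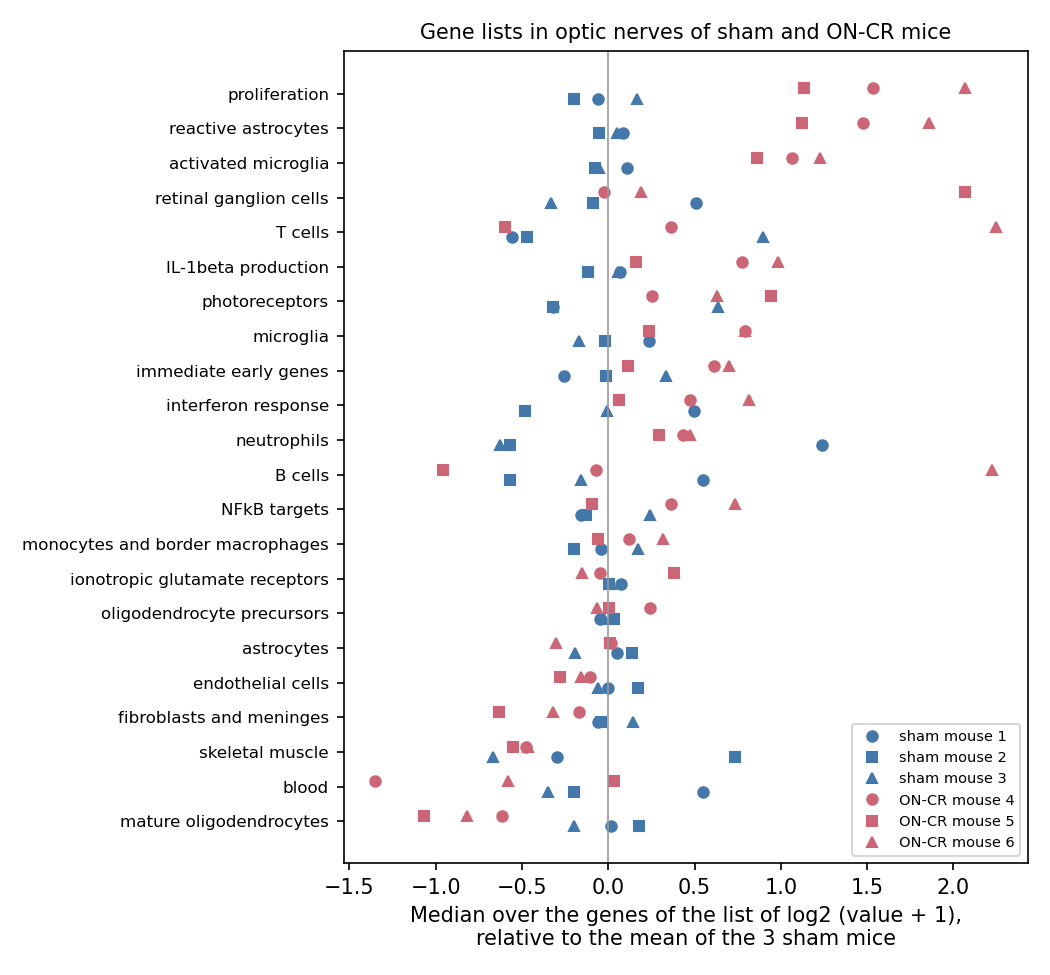
Median over the genes of each list of log2(value + 1) relative to the mean of the 3 sham mice (horizontal axis, log2 units), with one point per mouse. For reactive astrocytes the ON-CR mice lie between 1.13 and 1.86 and for mature oligodendrocytes between -1.06 and -0.61, outside the sham mice in both lists. For retinal ganglion cells, T cells and B cells, a single ON-CR mouse lies far from the other ON-CR mice.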

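Il1b (ENSMUSG00000027398.13) lies on chromosome 2 of GRCm38 from 129364570 to 129371139. The antisense gene Il1bos overlaps its exons, and how the counting divided reads of the pair was not tested. Normalized values of Il1b were 9.55, 3.54 and 1.88 in sham mice 1, 2 and 3, from 9, 4 and 2 estimated reads. In ON-CR mice 4, 5 and 6 they were 31.9, 5.24 and 17.7, from 32, 5 and 17 estimated reads. The means were 4.99 ± 4.04 in sham mice and 18.3 ± 13.3 in ON-CR mice (SD, n = 3 each). The log2 fold change was 1.60 (standard error 0.74, adjusted p = 0.332 by limma), and the groups overlapped, with a two-sided exact permutation p of 0.2 (n = 3 against 3). Over all other settings tried, the log2 fold change stayed between 1.06 and 2.26 and the adjusted p by limma between 0.112 and 0.589. At this depth and number of mice, the rise of Il1b was not distinguishable from the spread between mice.
A list of 47 genes that promote the production of IL-1beta, written by hand before the data were examined and not the annotation term used in the paper, had 35 genes higher after ON-CR and a median log2 fold change of 0.49. By camera with the preset correlation its adjusted p was 8.06e-08. Under fry the adjusted p was 0.18, and 0.461 with the correlation estimated from the data. The list median was 0.77 in ON-CR mouse 4, 0.16 in ON-CR mouse 5 and 0.98 in ON-CR mouse 6, relative to the sham mean, and the median fold change was 0.26 without ON-CR mouse 6 and 0.88 without ON-CR mouse 5. Of its genes, 7 had an adjusted p at or under 0.05 over all genes tested, and 15 when adjusted over the list alone. Those called over all genes were Ccl3, Clec7a, Tyrobp, Trem2, Egr1 and Lpl, which were higher, and Hspb1, which was lower. Of these, Ccl3, Clec7a and Lpl kept an adjusted p at or under 0.05 with each mouse left out in turn. Without ON-CR mouse 6 the adjusted p by limma was 0.0518 for Tyrobp and for Trem2, 0.231 for Egr1 and 0.0869 for Hspb1. Leaving out sham mouse 2 also took the adjusted p of Tyrobp, Egr1 and Hspb1 above 0.05 (0.0529, 0.184 and 0.0591 by limma). The same held for Egr1 without sham mouse 1 or ON-CR mouse 4 (0.149 and 0.106) or with a pseudocount of 0.1 (0.0506), and for Hspb1 without sham mouse 3 (0.0537). Clec7a, a pattern-recognition receptor of myeloid cells, went from 115 ± 46.9 to 1203 ± 403 (SD, n = 3 each), a log2 fold change of 3.41 (standard error 0.34, adjusted p = 0.00168 by limma). Trem2 had a log2 fold change of 1.66 (standard error 0.20, adjusted p = 0.00353 by limma). The inflammasome genes Casp1 and Pycard had log2 fold changes of 1.12 and 0.84 (adjusted p = 0.144 and 0.101 by limma), and without ON-CR mouse 5 these adjusted p-values were 0.0441 and 0.0122. Gm45205 overlaps Pycard on the other strand. Il1a and Il1rn, which encode the related cytokine IL-1alpha and the antagonist of the IL-1 receptor, are not on the list and were chosen after their values were seen. Il1a, which Gm14023 overlaps on the other strand, went from 18.1 ± 3.44 to 84.5 ± 30.1 (SD, n = 3 each), a log2 fold change of 2.10 (adjusted p = 0.0195 by limma). With each mouse left out, its adjusted p by limma was between 0.00471 and 0.158, and it was at or under 0.05 only without ON-CR mouse 5. Il1rn went from 13.9 ± 8.49 to 71.9 ± 31.5 (SD, n = 3 each), a log2 fold change of 2.40 (adjusted p = 0.0468 by limma). Its adjusted p by limma was above 0.05 whichever mouse was left out, from 0.0524 to 0.261, and with a pseudocount of 0.1 (0.0573). In Reactome, Interleukin-1 signaling had 4 genes among those passing the filter of the paper's methods against 2.16 expected (adjusted p = 1, Fisher's exact test), and Inflammasomes had 3 against 0.822 expected (adjusted p = 0.89, Fisher's exact test). Interleukin-1 signaling concerns signaling by the cytokine rather than its production, so it does not test the paper's pathway. In the paper, the rank of a pathway for positive regulation of IL-1beta production among those found by sequencing, together with an earlier report on brain injury, is the reason given for examining IL-1beta next.

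**Figure D2:**
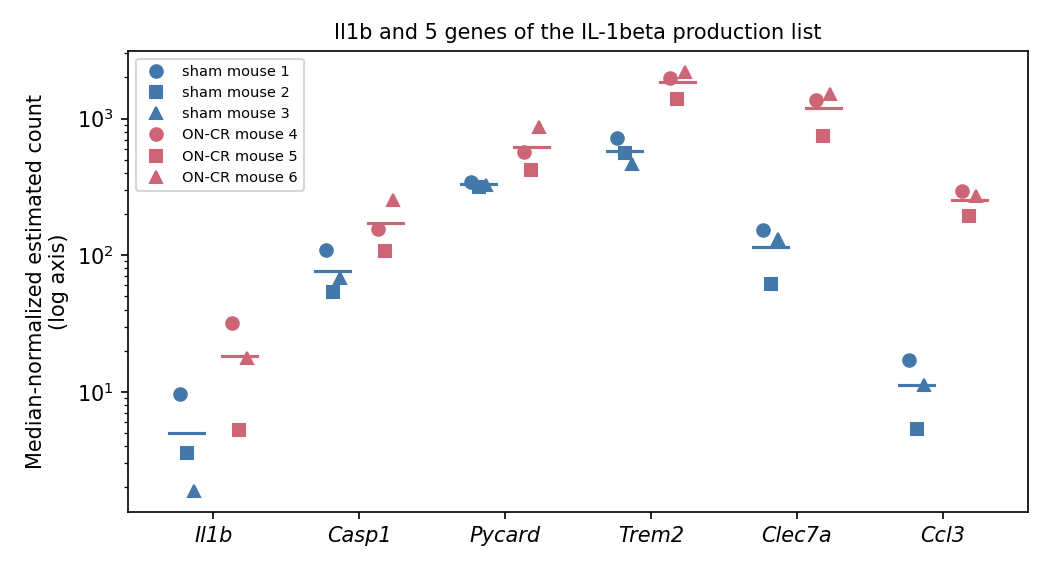
Median-normalized estimated counts (vertical log axis) of Il1b and of 5 genes of the IL-1beta list, chosen after their values were seen, with one point per mouse and a bar at each group mean. The sham and ON-CR mice overlap for Il1b and Casp1 and lie apart for Pycard, Trem2, Clec7a and Ccl3.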

Based on a previous report demonstrating a critical role for IL-1β in traumatic brain injury [30] and “positive regulation of IL-1β production” pathway emerging as one of the top pathways identified in our sequencing analysis (Fig. 5a), we examined IL-1β expression following ON-CR in *Nf1*^*flox/flox*^; hGFAP-Cre mice. Increased RNA (Fig. 5b) and protein (Fig. 5c) expression is observed in the optic nerves of *Nf1*^*flox/flox*^; hGFAP-Cre mice following ON-CR relative to sham controls. RNAscope reveals that 80% of the IL-1β^+^ cells were oligodendrocytes (Olig2^+^, CC1^+^ cells), rather than astrocytes or TAMs (Fig. 5d, e).

**Fig. 5:**
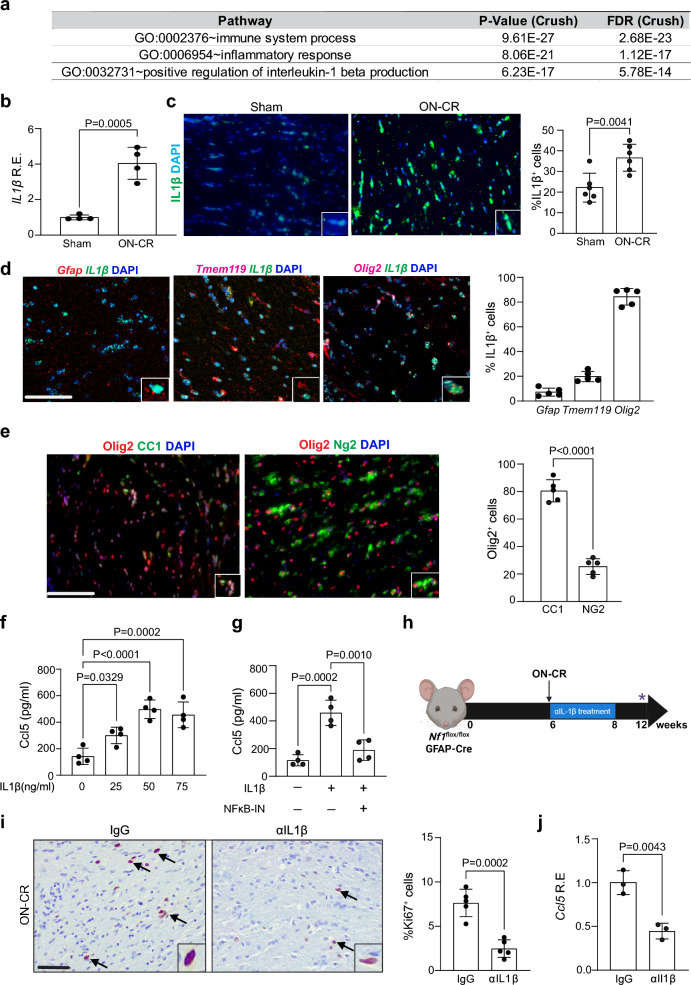
**a** Top 3 identified pathways enriched in the optic nerves of *Nf1*^*flox/flox*^; hGFAP-Cre mice after optic nerve crush (ON-CR) relative to sham controls following filtering of differentially expressed transcripts from bulk RNA sequencing. **b** Increased *IL-1β* RNA expression (qPCR) is observed in the optic nerves of 12-week-old *Nf1*^*flox/flox*^; hGFAP-Cre mice following ON-CR at 6 weeks of age relative to sham controls (*n* = 4). **c** Representative IL-1β immunostaining in the optic nerves of *Nf1*^*flox/flox*^; hGFAP-Cre mice following ON-CR relative to sham control mice. **d** RNAscope (in situ RNA hybridization) demonstrates that oligodendrocytes (Olig2^+^ cells) express IL-1β. **e** Immunostaining reveals that the majority of the Olig2^+^ cells co-label with CC1, but not with NG2. **f** Increasing IL-1β concentrations (0–75 ng/ml) increases microglia Ccl5 protein expression in vitro. **g** IL-1β-induced microglial Ccl5 production is attenuated by 10 mg/kg NFκB inhibitor (NFκB-IN; Caffeic acid phenethyl ester) treatment in vitro (*n* = 4). **h** Anti-IL1β neutralizing antibody treatment (1 mg/ml) of *Nf1*^*flox/flox*^; hGFAP-Cre mice immediately after ON-CR at 6 weeks of age results in decreased **i** optic nerve proliferation (%Ki67^+^ cells; *n* = 5) and **j** *Ccl5* mRNA expression (qPCR; *n* = 3) when analyzed at 12 weeks of age compared to IgG-treated (1 mg/ml) controls. Data are presented as the means ± SEM. Scale bars: **c**, **d**, **e**, **i** 50 µm. **b**, **c**, **e**, **i**, **j**. Two-tailed Student’s *t* test; **f**, **g** One-way ANOVA with Bonferroni post-test correction

To demonstrate that IL-1β is *sufficient* to increase TAM Ccl5 production, we showed that IL-1β exposure increases microglia production of Ccl5 protein in a dose-dependent manner in vitro (Fig. 5f). This induction by IL-1β in microglia is abrogated following treatment with an NFκB inhibitor (CAPE; 100 µM, NFκB-IN; Fig. 5g). To determine whether IL-1β is *necessary* for ON-CR-induced optic gliomagenesis, *Nf1*^*flox/flox*^; hGFAP-Cre mice were administered anti-IL1β (αIL-1β) neutralizing antibodies for two weeks immediately following ON-CR at 6 weeks of age (Fig. 5h). Consistent with an obligatory role for IL-1β in injury-induced optic glioma formation, intraperitoneal αIL1β antibody treatment reduces optic nerve cellular proliferation (Fig. 5i), Blbp^+^ and Olig2^+^ cell content (%Olig2^+^ and %Blbp^+^ cells; Additional file 2: Fig. S4c, d, respectively) and Ccl5 expression (Fig. 5j) at 12 weeks of age relative to IgG control-treated mice.

### Neuronal glutamate increases oligodendrocyte IL-1β production

To define the mechanism underlying oligodendrocyte IL-1β production, we asked whether neuronal glutamate could be the etiologic cause. Elevated glutamate levels have been reported in several studies of experimental brain and optic nerve injury in mice [6, 26, 57, 62]. Consistent with these prior reports, glutamate levels are elevated (~ 700 µM) in the optic nerves of ON-CR, compared to sham control, *Nf1*^*flox/flox*^; hGFAP-Cre mice (Fig. 6a). Using this same concentration, glutamate induces oligodendrocyte *Il1β* RNA expression in vitro (Fig. 6b). Moreover, blocking glutamate receptor function with memantine in *Nf1*^*flox/flox*^; hGFAP-Cre mice following ON-CR at 6 weeks of age (Fig. 6c) results in reduced tumor proliferation (%Ki67^+^ cells; Fig. 6d), as well as reduced expression of optic nerve *Il1β* (Fig. 6e) and *Ccl5* (Fig. 6f). Taken together, these results establish a paracrine circuit in which optic nerve neuronal injury results in glutamate release, oligodendrocyte IL-1β and TAM Ccl5 production, and tumor formation (Fig. 6g).

**Fig. 6:**
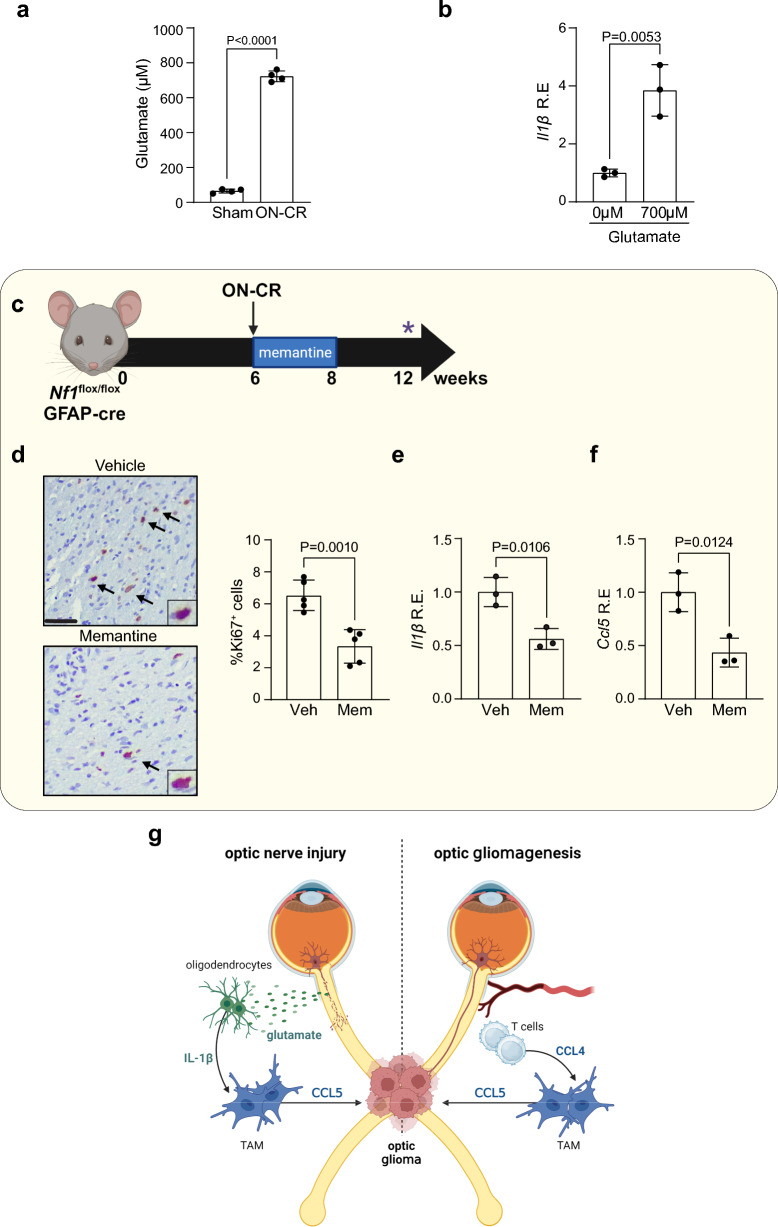
Increased **a** glutamate (ELISA) and **b** *Il-1β* mRNA (qPCR) expression in the optic nerves of *Nf1*^*flox/flox*^; hGFAP-Cre mice at 3 months of age following optic nerve crush at 6 weeks of age (ON-CR). **c** Memantine hydrochloride treatment (20 mg/kg) of *Nf1*^*flox/flox*^; hGFAP-Cre mice for two weeks immediately after ON-CR at 6 weeks of age reduces **d** optic nerve proliferation (%Ki67^+^ cells; *n* = 5) when analysed at 12 weeks of age. Memantine treatment decreases **e** *Il-1β* and **f** *Ccl5* mRNA expression (qPCR; *n* = 3). **g** Mechanistic model comparing the cellular and molecular events that induce gliomagenesis following injury (left side) and during spontaneous tumor formation (right side). (LEFT) ON-CR induces retinal ganglion cell glutamate release, which stimulates oligodendrocytes to release IL-1β, resulting in NFκB-dependent TAM Ccl5 expression and culminating in *Nf1*-OPG formation and growth. (RIGHT) T cells are induced to express Ccl4, which stimulates TAM production of Ccl5 and *Nf1*-OPG formation and growth. Data are presented as the means ± SEM. Scale bars: **d** 50 µm. Two-tailed Student’s *t* test

### Traumatic brain injury induces optic glioma through the same paracrine circuit

To extend these findings to another model of optic nerve injury, we sought to determine whether diffuse closed-head traumatic brain injury (TBI)-mediated optic nerve injury would also result in optic glioma formation. The experimental TBI model (modCHIMERA) also results in multiregional, prolonged neuroinflammation [51], which lasts into the chronic post-injury period (> 1mo post-injury). Following TBI, there is clear damage to the optic nerve, as evidenced by increased β-APP and SMI-32 expression in the optic nerves 7 days post injury (Additional file 2: Fig. S5a) [31]. TBI was therefore performed on *Nf1*^*flox/flox*^; hGFAP-Cre mice at 6 weeks of age for analysis at 12 weeks of age (Fig. 7a). Similar to ON-CR, *Nf1*^*flox/flox*^; hGFAP-Cre mice have increased optic nerve volumes (Fig. 7b) and proliferation (%Ki67^+^ cells; Fig. 7c) following TBI compared to sham-treated controls, with increased optic nerve cellularity (Additional file 2: Fig. S5b), GFAP immunoreactivity (Additional file 2: Fig. S5c), and Olig2^+^ and Blbp^+^ cell content (%Olig2^+^ and %Blbp^+^ cells; Additional file 2: Fig. S5d, e, respectively). In addition, TBI results in increased TAMs (%Iba1^+^ cells) and T lymphocytes (CD3^+^ cells) (Fig. 7c), elevated *Ccl5* expression (Fig. 7d) and higher glutamate levels (Fig. 7e). As observed following ON-CR, optic gliomagenesis after TBI in *Nf1*^*flox/flox*^; hGFAP-Cre mice is blocked by treatment with αIL-1β antibodies or memantine. In this regard, there is reduced tumor proliferation (%Ki67^+^ cells; Fig. 7f) and *Ccl5* expression (Fig. 7fg) following systemic αIL-1β antibody treatment relative to IgG antibody treatment, whereas *Nf1*^*flox/flox*^; hGFAP-Cre mice given memantine following TBI had decreased tumor proliferation (%Ki67^+^ cells; Fig. 7h) and *Ccl5* expression (Fig. 7i) relative to vehicle-treated control mice. Collectively, these experiments establish a new paracrine factor cellular circuit (“neuron-glia” circuit) generated by CNS injury that converges on TAMs to induce *Nf1* optic gliomagenesis.

**Fig. 7:**
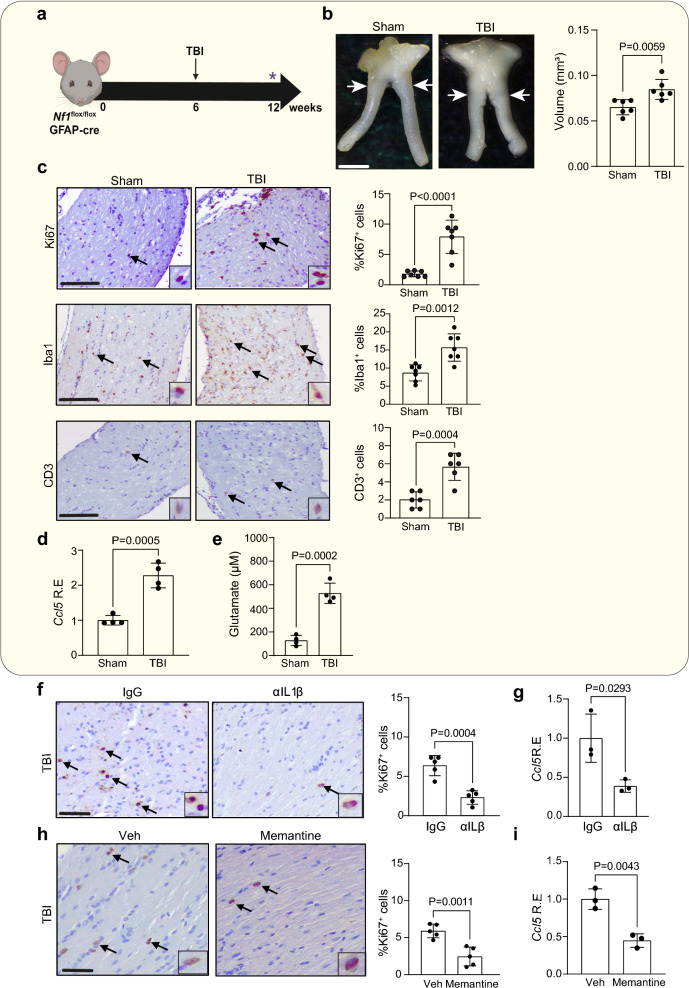
**a** Traumatic brain injury (TBI) in *Nf1*^*flox/flox*^; hGFAP-Cre mice at 6 weeks of age results in increased **b** optic nerve volume (*n* = 6) and **c** proliferation (%Ki67^+^ cells; *n* = 7) relative to sham treated mice when analyzed at 12 weeks of age, as well as increased TAMs (%Iba1^+^ cells) and CD3^+^ T cell content. Increased **d** *Ccl5* RNA expression (qPCR) and **e** glutamate levels are observed in the optic nerves of *Nf1*^*flox/flox*^; hGFAP-Cre mice (*n* = 4) 7 days after TBI compared to sham controls. **f** αIL-1β neutralizing antibody (1 mg/ml) and **h** memantine treatment (20 mg/kg) both decrease proliferation (%Ki67^+^ cells; *n* = 5) and **g**, **i** Ccl5 expression (*n* = 3) following TBI relative to their respective control mice (IgG and vehicle treatment groups). Data are presented as the means ± SEM. Scale bar: **b** 100 μm; **c**, **f**, **i** 50 μm. Two-tailed Student’s *t* test

## Discussion

The concept that nervous system injury and nervous system tumor formation each induce immune (“inflammatory”) responses in the local tissues suggests the existence of overlapping mechanisms underlying the pathobiology of brain damage and tumorigenesis. In this regard, prior work focused on peripheral nervous system tumors in NF1 (neurofibromas) have shown that neurofibromas develop specifically at wound sites in mice with embryonic *Nf1* loss in Schwann cell progenitors [49]. These injury-induced tumors likewise exhibit increased T cell and monocyte infiltration; however, the mechanism responsible for tumorigenesis was not fully elucidated. Leveraging several *Nf1* GEM strains and two complementary optic nerve injury models, we now demonstrate that optic nerve damage is sufficient to induce the formation of gliomas. We further define a glutamate-dependent neuron-oligodendrocyte interaction that results in IL-1β-mediated TAM production of Ccl5 production and tumor formation. These observations raise several key points.

First, optic nerve damage and TBI both result in the release of glutamate that acts on established physiologic interactions between neurons and oligodendrocytes in the normal brain. Receptors for α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) are expressed by both neurons and glia in the central and peripheral nervous system [35], where loss of AMPA receptor function leads to increased axon and myelin damage in the setting of demyelinating disease [20]. Additionally, neuron to oligodendrocyte precursor synapses are critical for proper oligodendrocyte development and myelination [9, 36, 40]. Moreover, in the setting of brain tumors, glutamatergic synaptic input to glioma cells drives malignant glioma progression [56], whereas increased neuronal excitability resulting from light exposure leads to the secretion of ADAM10 that cleaves membrane-bound neuroligin-3 on oligodendrocyte precursors to induce *Nf1* optic glioma initiation and growth [42]. The repurposing of normal brain cellular interactions to induce cancer supports the idea that tumorigenesis usurps some of the brain cellular circuitry important for normal nervous system development and maintenance.

Second, the finding that the immune circuits required for *Nf1*-OPG formation and progression can serve as convergence points for brain tumor risk factors provides a contextual framework for understanding cancer at a circuit level. In *Nf1*-OPG tumors, increased neuronal excitability as a consequence of *Nf1* mutation results in midkine production, which stimulates T cells to make Ccl4 and induce TAM Ccl5 production [5, 28]. This “neuron-immune-cancer” cell axis establishes a circuit whose interruption blocks tumor formation and progression [5, 19], but also could be modified by systemic changes that alter T cell function. As such, one risk modifier, asthma, reduces glioma incidence in children with NF1 [47] and in *Nf1*-OPG mice [16]. In an analogous manner, we now show that brain injury converges on TAM Ccl5 production through a different mechanism involving neuronal glutamate-induced oligodendrocyte IL-1β secretion, a key immunomodulator of brain injury [2, 21]. Based on these findings, we hypothesize that other risk factors, like the gut microbiota or other systemic exposures, might similarly modify tumorigenesis through convergence on these stromal circuits.

Third, while the relationship between brain injury and glioma progression in people is controversial [37], it is conceivable that changes in the local microenvironment, such as those induced in the setting of injury, could act on preneoplastic cells in otherwise healthy individuals to initiative tumorigenesis. In this regard, it is now appreciated that children and adults are genetic mosaics for numerous somatic mutations affecting genes involved in brain tumor development [41, 44, 58]. Specifically, double-strand breaks and error-prone repair create genomic deletions are found in neurotypical individuals across the lifespan [34], which develop in spatially distinct brain regions that reflect the timing of their acquisition during development [13]. Importantly, somatic single nucleotide variants, including the *IDH1*^R32H^ mutation, which typifies low-grade astrocytoma [45, 60], as well as pathogenic *NF1* variants, are detected in the non-diseased human brain [24]. Given the presence of these potentially susceptible preneoplastic cells harboring somatic cancer-associated genetic mutations, studies using experimental models of other cancer predisposition syndromes will be required to establish a mechanistic relationship between injury and tumorigenesis.

## Conclusion

Using two distinct brain injury paradigms and several different genetically engineered mouse strains, we establish that CNS injury is sufficient to induce glioma formation in mice harboring *Nf1*-deficient neuroglial progenitor cells. We further define the mechanistic etiology for injury-induced tumorigenesis, demonstrating that non-neoplastic stromal alterations secondary to injury create a microenvironment supportive of tumor development. These findings raise the intriguing possibility that local changes in cellular signaling resulting from CNS insults overlap with those stromal circuits required for brain tumor initiation and progression.

### Supplementary Information

**Additional file 1**. **Supplementary Tables. Table S1.** Antibodies used. **Table S2.** qRT-PCR probes used. **Table S3.** RNAScope probes used.

**Additional file 2**. **Supplementary Figures. Fig. S1.** Following unilateral optic nerve crush (u-ON-CR) performed at 6 weeks of age, the prechiasmatic region of *Nf1*^*flox/flox*^; hGFAP-Cre mice ipsilateral to the u-ON-CR exhibits (**a**) greater cellularity and (**b**) GFAP expression at 12 weeks of age. (**c**) Optic gliomas persist at 24 weeks of age in *Nf1*^*flox/flox*^; hGFAP-Cre mice following optic nerve crush performed at 6 weeks of age, as evidenced by increased (**d**) optic nerve volume and (**e**) proliferation (%Ki67^+^ cells) (*n*=5). (**f**) Following optic nerve crush (ON-CR) at 6 weeks of age, wild type (*Nf1*^flox/flox^) mice exhibit no change in (**g**) optic nerve volume (*n *= 5) or (**h**) proliferation (%Ki67^+^ cells; sham, *n* = 7; ON-CR, *n* = 6) when analyzed at 12 weeks of age. Scale bars: **a, b** Upper panel scale bar, 200 μm; lower panel scale bar, 50 μm **d, g** 100 μm;** e, h** 50µm. Two-tailed Student’s *t* test (ns, not significant). Asterisks denote the age at euthanasia and analysis. **Fig. S2.** Representative images of *Nf1*^OPG^ mouse optic nerves following ON-CR at 6 weeks of age have increased (**a**) cellularity and (**b**) GFAP expression relative to the sham operation group. Optic nerves from *Nf1*^f/R1809C^; hGFAP-Cre mice following optic nerve crush at 6 weeks of age have increased (**c**) cellularity and (**d**) GFAP expression compared to the sham operation group when analyzed at 12 weeks of age. Scale bars: **a-d **upper panel scale bar, 200 μm; lower panel scale bar, 50 μm. **Fig. S3.** Following ON-CR at 6 weeks of age, RNAscope reveals increased numbers of (**a**) *Tmem119*^*+*^ cells and (**b**)** Ccl5**^+^ cells in the optic nerves of *Nf1*^*flox/flox*^; hGFAP-Cre mice at 12 weeks of age. PLX3397 (275mg/kg PLX) treatment reduces ON-CR-induced increases (**c**) in Blbp^+^ and Olig2^+^ cell content (%Blbp^+^, %Olig2^+^ cells; *n*=5), as well as (**d**) *Ccl5* expression, in the optic nerves at 12 weeks of age relative to those fed the control (CTL) diet (*n*=3). (**e**) TAMs (Iba1^+^ cells) in 12-week-old *Nf1*^*flox/flox*^; hGFAP-Cre mice express p65-NFκB following ON-CR at 6 weeks of age. *Nf1*^*flox/flox*^; hGFAP-Cre mice that underwent ON-CR at 6 weeks of age exhibit reduced Blbp^+^ and Olig2^+^ (%Blbp^+^, %Olig2^+^ cells; *n*=5) cell content at 12 weeks of age following (**f**) Caffeic acid phenethyl (10mg/kg CAPE, NFκB inhibitor, NFκB-IN) treatment relative to PBS-treated controls. Data are presented as the means ± SEM. Scale bars: **a, b, e, f, g **50 μm; Two-tailed Student’s *t* test. **Fig. S4. **(**a**) Analysis of differential gene expression by bulk RNA sequencing of optic nerves from 12-week-old *Nf1*^*flox/flox*^; hGFAP-Cre mice following optic nerve crush (ON-CR; n=3) or sham surgery (n=3) at 6 weeks of age. (**b**) R studio version 2023.03.0 was used to identify enriched pathways and to calculate the mean and p-value for ON-CR relative to sham mouse groups, as well as to determine the FDR for each shared pathway. The 40 most significant pathways were identified using the mean FDR ≤ 0.05, and log fold changes greater or equal to ±5. (**c, d**) αIL1β treatment after ON-CR at 6 weeks of age results in reduced optic nerve Blbp^+^ and Olig2^+^ cell content in *Nf1*^*flox/flox*^; hGFAP-Cre mice at 12 weeks of age compared to IgG controls (%Blbp^+^, %Olig2^+^ cells; *n*=5). Data are presented as the means ± SEM. Scale bars: **c, d **50μm; Two-tailed Student’s *t* test. **Fig. S5. **(**a**) Increased β-APP and SMI-32 expression is seen in the optic nerves of *Nf1*^*flox/flox*^; hGFAP-Cre mice 7 days after TBI (modCHIMERA). Following TBI at 6 weeks of age, increased (**b**) optic nerve cellularity and (**c**) GFAP expression is observed by immunohistochemistry in *Nf1*^*flox/flox*^; hGFAP-Cre mice at 12 weeks of age relative to sham controls. Immunofluorescence reveals increased (**d**) %Blbp^+^ (*n* = 5) and (**e**) %Olig2^+^ (*n *= 5) cells in *Nf1*^*flox/flox*^; hGFAP-Cre mice at 3 months of age following TBI at 6 weeks of age compared to sham injury controls. Data are presented as the means ± SEM. Scale bars: **a** 50 μm,** b, c** upper panel bar, 200 μm; lower panel scale bar, 50 μm, **d, e** 40μm. Two-tailed Student’s *t* test.

## Data Availability

Bulk RNA sequencing data was deposited in GEO (accession #GSE233373). All other laboratory-generated resources will be made available upon request.

## Abbreviations

AMPA: α-Amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid
Blbp: Fatty acid binding protein 7
CNS: Central nervous system
GEM: Genetically engineered mouse
GFAP: Glial fibrillary acidic protein
MYC: Myc proto-oncogene
NF1: Neurofibromatosis type 1
*Nf1*^OPG^: *Nf1*^flox/mut^; GFAP-Cre
NFκB-IN: NFκB inhibitor
OPG: Optic pathway glioma
ON-CR: Optic nerve crush
Olig2: Oligodendrocyte transcription factor 2
TAM: Tumor-associated monocytes
TBI: Traumatic brain injury
u-ON-CR: Unilateral optic nerve crush

# Supplementary material for: Brain injury drives optic glioma formation through neuron-glia signaling
**Source:** Acta Neuropathol Commun. 2024 Feb 2;12:21. doi: 10.1186/s40478-024-01735-w
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Tables. Table S1. Antibodies used. Table S2. qRT-PCR probes used. Table S3. RNAScope probes used.

**Table S1. Antibodies used.**

| **Antibody** | **Host** | **Source** | **Dilution** |
| --- | --- | --- | --- |
| β-Actin (WB) | mouse | Cell Signaling, 58169S | 1:1000 |
| β-APP (IF) | rabbit | Thermo 36-6900 | 1:300 |
| BLBP (IF) | rabbit | EMD Millipore, 3439833 | 1:400 |
| CC1(IF) | Mouse | EMD Millipore, OP80 | 1:200 |
| CD3 (IHC) | rat | Abcam, 11089 | 1:50 |
| GFAP (IHC) | rat | Fisher scientific 13-0300 | 1:500 |
| Iba1 (IF) | mouse | EMD Millipore, MABN92 | 1:400 |
| Iba1 (IHC) | rabbit | Wako, 019-19741 | 1:500 |
| IκBα (WB) | rabbit | Cell Signaling, 4812S | 1:1000 |
| IL-1β (IHC, IF) | rabbit | Abcam, ab9722 | 1:200 |
| Ki67 (IHC) | mouse | BD Pharmingen, 550609 | 1:400 |
| NG2 (IF) | rat | R&D systems  (MAB6689-SP) | 1:200 |
| Olig2 (IF) | rabbit | Novus, NBP1-28667 | 1:500 |
| p65-NFκB (IF) | Rabbit | Abcam, ab32536 | 1:500 |
| Phospho-IκBα (WB) | rabbit | Cell Signaling, 2859S | 1:1000 |
| RBPMS (IF) | guinea pig | Phospho solutions 1832-RBPMS | 1:200 |
| SMI-32 (IF) | mouse | Biolegend 801701 | 1:1000 |

**Table S2. qRT-PCR probes used.**

| **Gene** | **Probe set** |
| --- | --- |
| *Ccl4*  (mouse) | Mm00443111_m1(TaqMan Gene Expression) |
| *Ccl5*  (mouse) | Mm01302427_m1(TaqMan Gene Expression) |
| *Gapdh*  (mouse) | Mm99999915_g1 (TaqMan Gene Expression); internal control |
| *Il1β*  (mouse) | Mm00434228_m1(TaqMan Gene Expression |

**Table S3. RNAScope probes used.**

| **Probe**  **(RNAscope)** | **Source** | **Dilution** |
| --- | --- | --- |
| *Ccl5* | Advanced Cell Diagnostics, 469601 | 1:1 |
| *Gfap*-C2 | Advanced Cell Diagnostics, 313211-C2 | 1:50 |
| *Il1b* | Advanced Cell Diagnostics, 316891 | 1:1 |
| *Olig2*-C2 | Advanced Cell Diagnostics, 447091-C2 | 1:50 |
| *Tmem119*-C3 | Advanced Cell Diagnostics, 472901-C3 | 1:50 |

# Supplementary material for: Brain injury drives optic glioma formation through neuron-glia signaling
**Source:** Acta Neuropathol Commun. 2024 Feb 2;12:21. doi: 10.1186/s40478-024-01735-w
**Supplement:** Supplementary file 2 — Additional file 2. Supplementary Figures. Fig. S1. Following unilateral optic nerve crush (u-ON-CR) performed at 6 weeks of age, the prechiasmatic region of Nf1flox/flox; hGFAP-Cre mice ipsilateral to the u-ON-CR exhibits (a) greater cellularity and (b) GFAP expression at 12 weeks of age. (c) Optic gliomas persist at 24 weeks of age in Nf1flox/flox; hGFAP-Cre mice following optic nerve crush performed at 6 weeks of age, as evidenced by increased (d) optic nerve volume and (e) proliferation (%Ki67+ cells) (n=5). (f) Following optic nerve crush (ON-CR) at 6 weeks of age, wild type (Nf1flox/flox) mice exhibit no change in (g) optic nerve volume (n = 5) or (h) proliferation (%Ki67+ cells; sham, n = 7; ON-CR, n = 6) when analyzed at 12 weeks of age. Scale bars: a, b Upper panel scale bar, 200 μm; lower panel scale bar, 50 μm d, g 100 μm; e, h 50µm. Two-tailed Student’s t test (ns, not significant). Asterisks denote the age at euthanasia and analysis. Fig. S2. Representative images of Nf1OPG mouse optic nerves following ON-CR at 6 weeks of age have increased (a) cellularity and (b) GFAP expression relative to the sham operation group. Optic nerves from Nf1f/R1809C; hGFAP-Cre mice following optic nerve crush at 6 weeks of age have increased (c) cellularity and (d) GFAP expression compared to the sham operation group when analyzed at 12 weeks of age. Scale bars: a-d upper panel scale bar, 200 μm; lower panel scale bar, 50 μm. Fig. S3. Following ON-CR at 6 weeks of age, RNAscope reveals increased numbers of (a) Tmem119+ cells and (b) Ccl5+ cells in the optic nerves of Nf1flox/flox; hGFAP-Cre mice at 12 weeks of age. PLX3397 (275mg/kg PLX) treatment reduces ON-CR-induced increases (c) in Blbp+ and Olig2+ cell content (%Blbp+, %Olig2+ cells; n=5), as well as (d) Ccl5 expression, in the optic nerves at 12 weeks of age relative to those fed the control (CTL) diet (n=3). (e) TAMs (Iba1+ cells) in 12-week-old Nf1flox/flox; hGFAP-Cre mice express p65-NFκB following ON-CR at 6 weeks

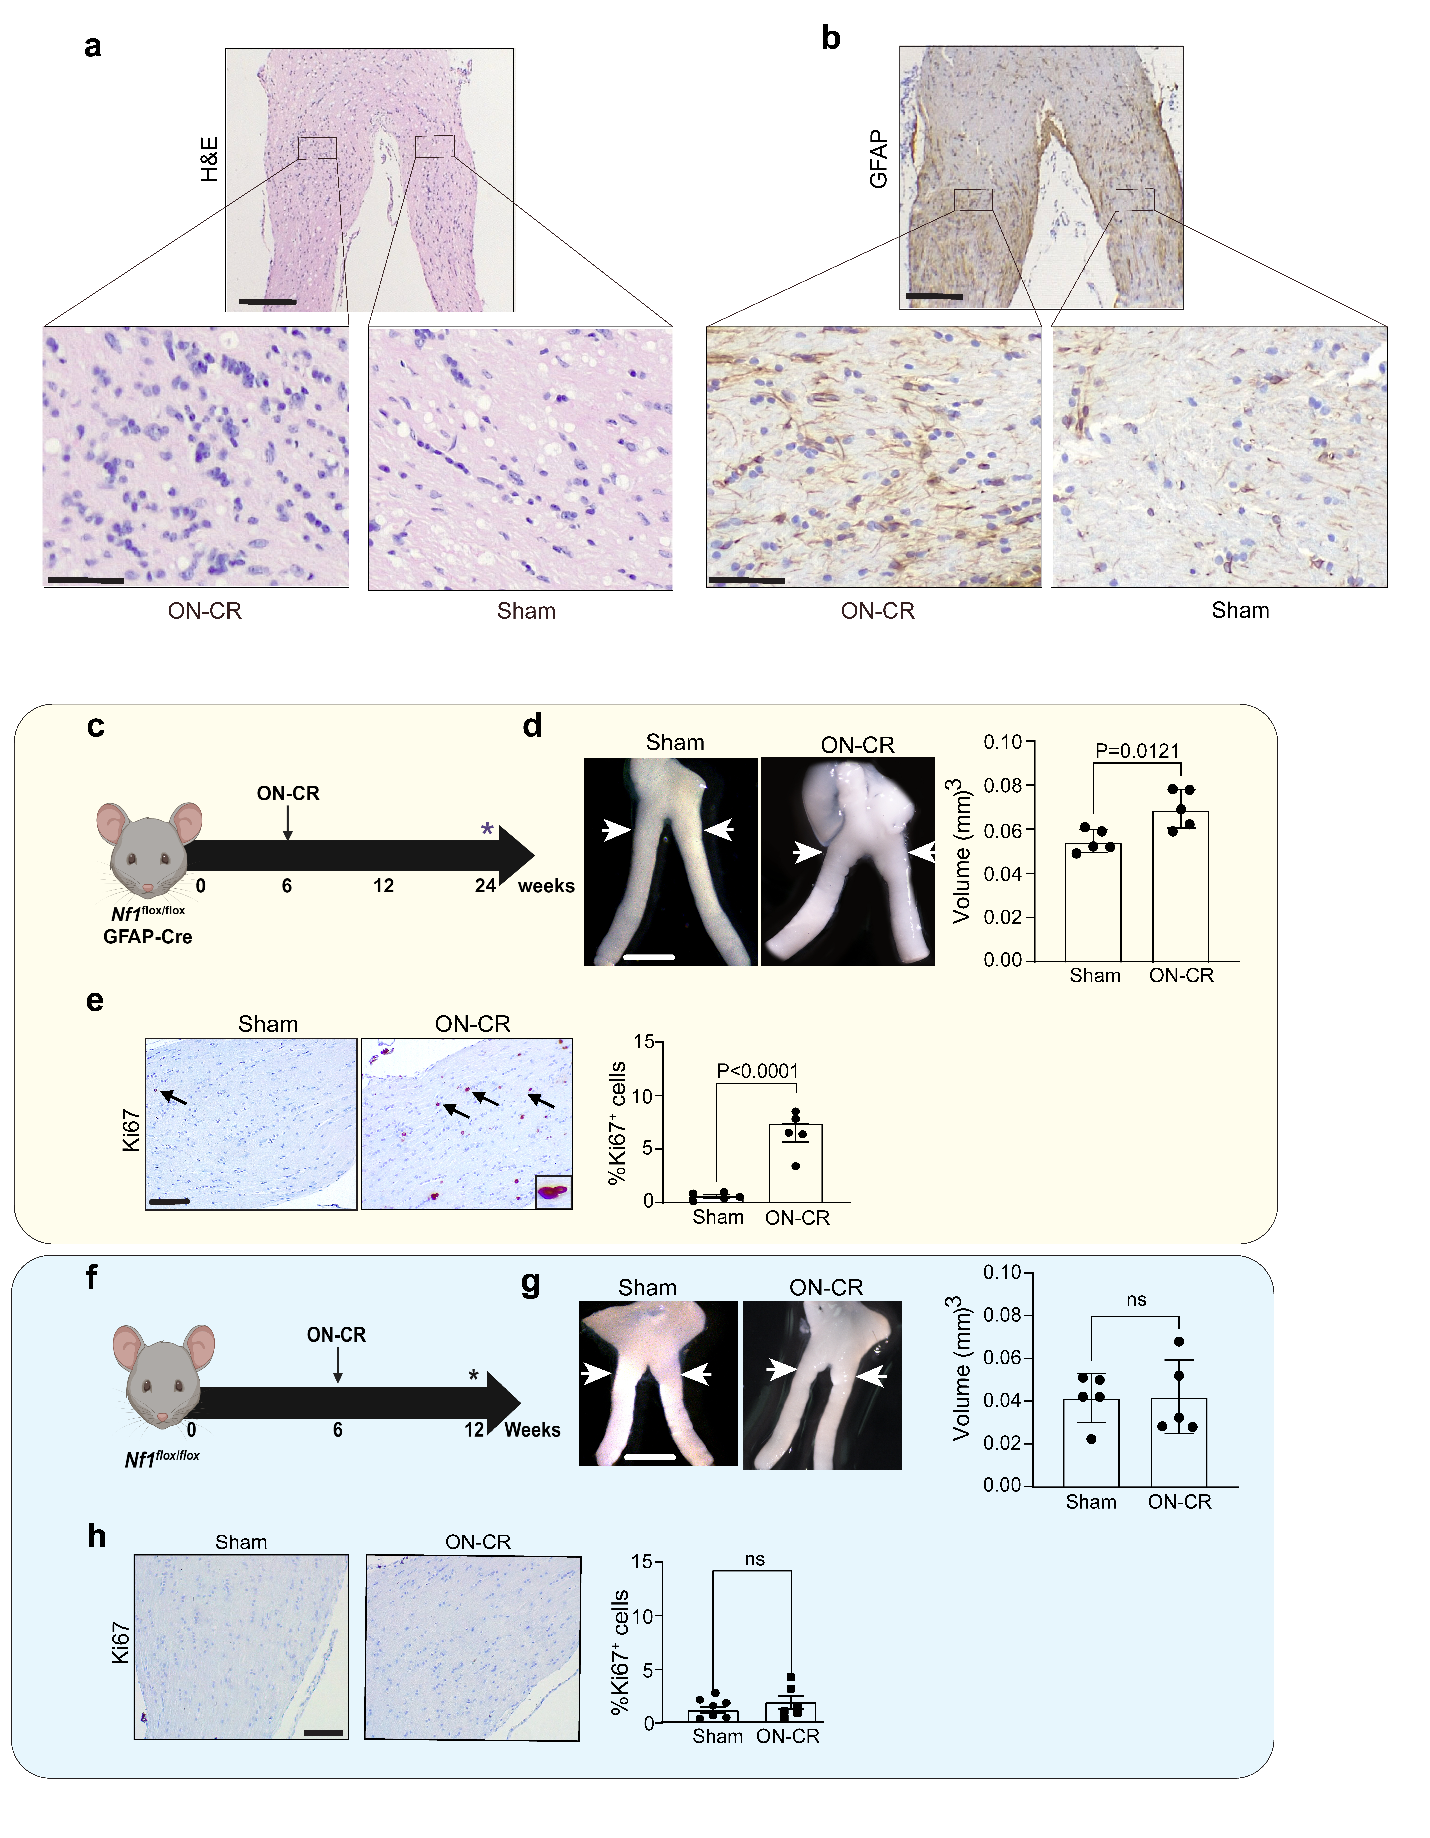

**Fig. S1.** Following unilateral optic nerve crush (u-ON-CR) performed at 6 weeks of age, the prechiasmatic region of *Nf1^flox/flox^*; hGFAP-Cre mice ipsilateral to the u-ON-CR exhibits **(a)** greater cellularity and **(b)** GFAP expression at 12 weeks of age. **(c)** Optic gliomas persist at 24 weeks of age in *Nf1^flox/flox^*; hGFAP-Cre mice following optic nerve crush performed at 6 weeks of age, as evidenced by increased (**d**) optic nerve volume and (**e**) proliferation (%Ki67^+^ cells) (*n*=5). (**f**) Following optic nerve crush (ON-CR) at 6 weeks of age, wild type (*Nf1*^flox/flox^) mice exhibit no change in **(g)** optic nerve volume (*n* = 5) or (**h**) proliferation (%Ki67^+^ cells; sham, *n* = 7; ON-CR, *n* = 6) when analyzed at 12 weeks of age. Scale bars: **a, b** Upper panel scale bar, 200 μm; lower panel scale bar, 50 μm **d, g** 100 μm; **e, h** 50µm. Two-tailed Student’s *t* test (ns, not significant). Asterisks denote the age at euthanasia and analysis.

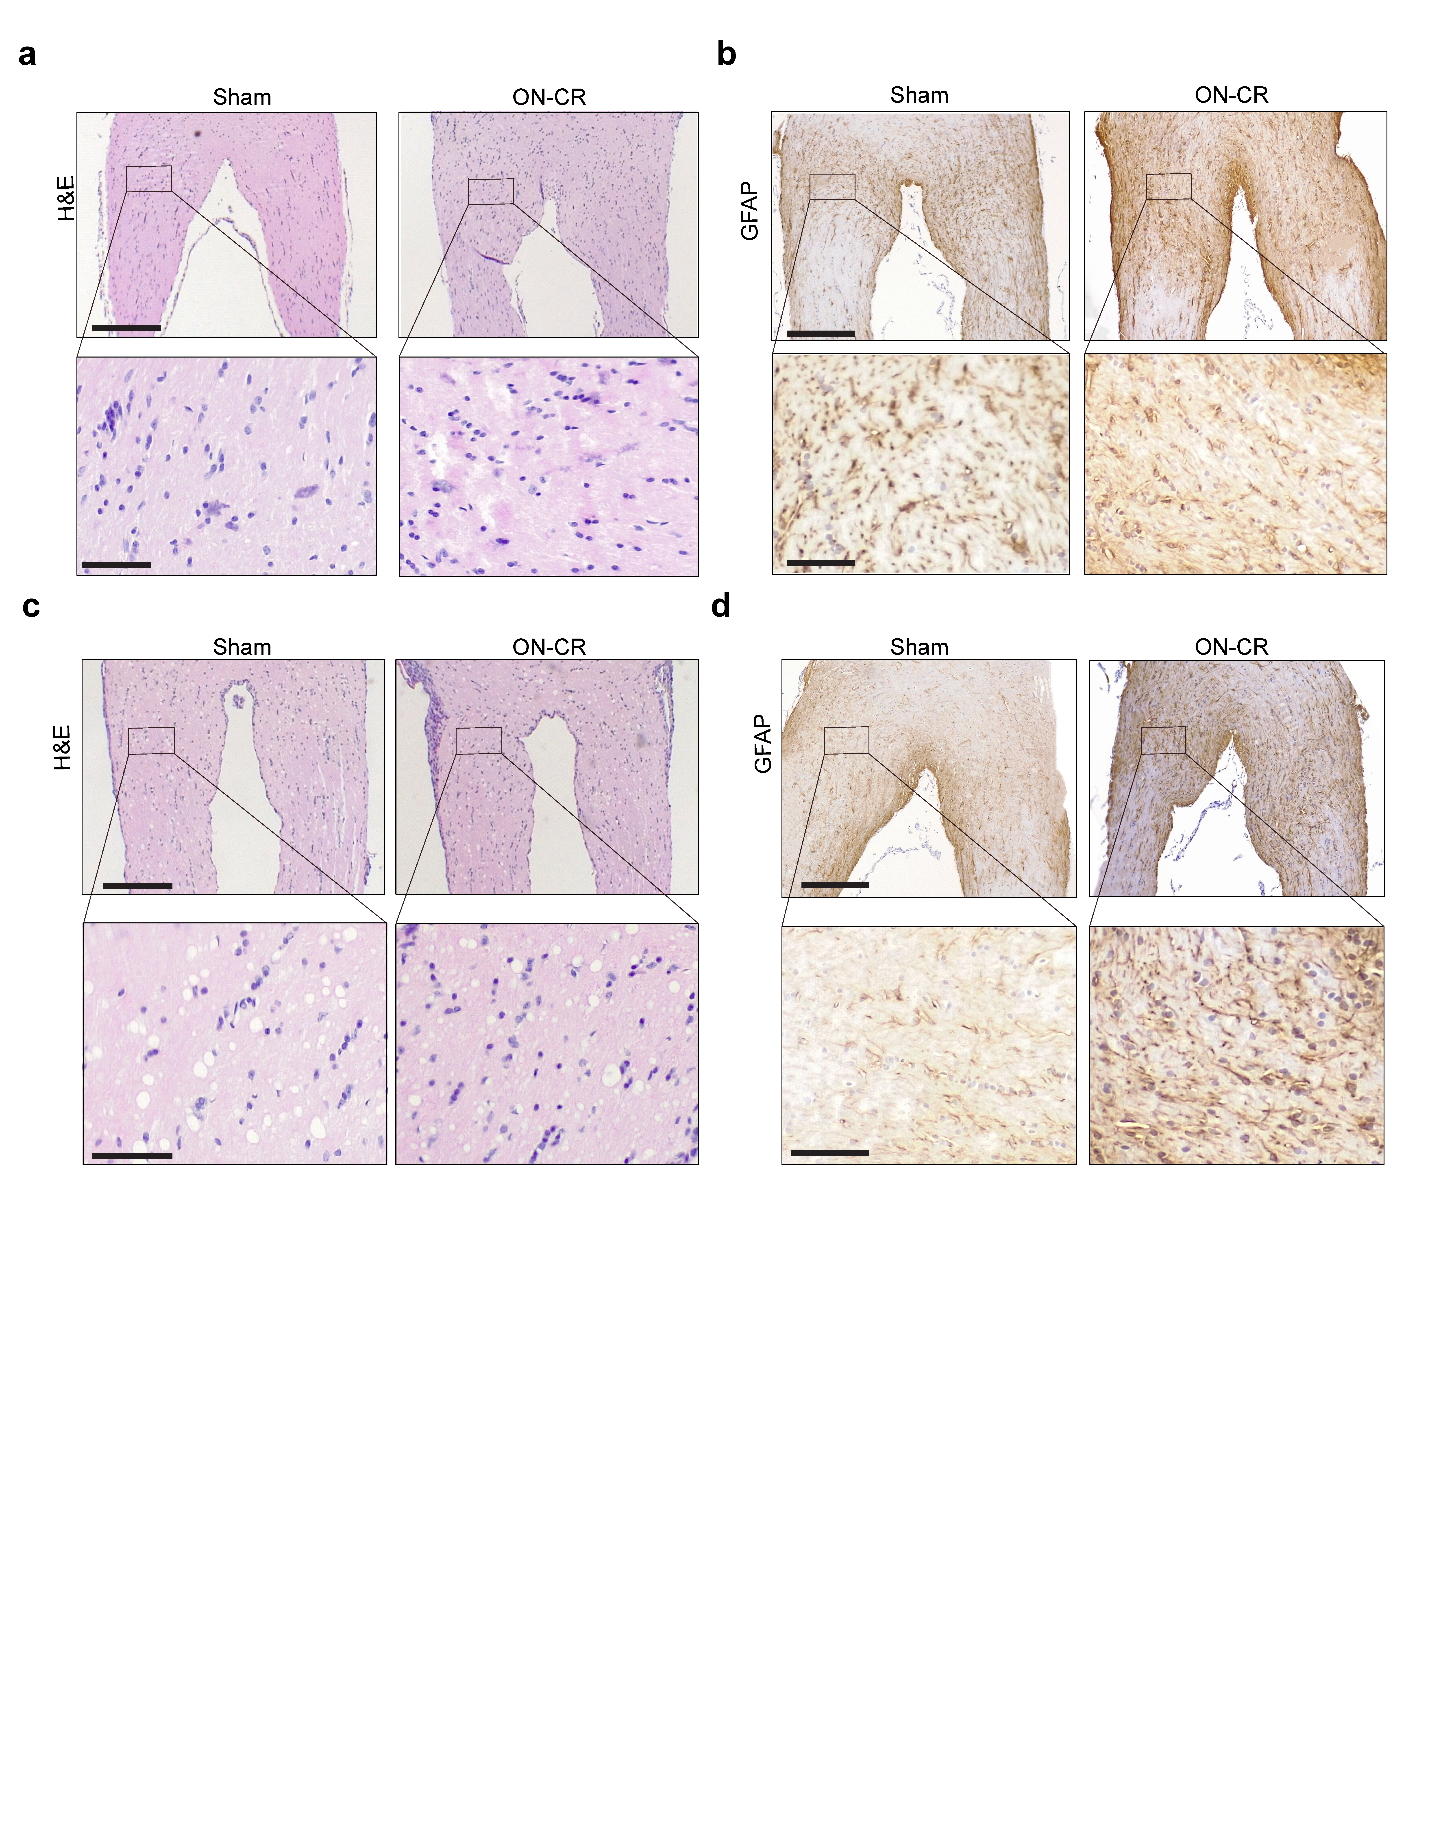

**Fig. S2.** Representative images of *Nf1*^OPG^ mouse optic nerves following ON-CR at 6 weeks of age have increased **(a)** cellularity and **(b)** GFAP expression relative to the sham operation group. Optic nerves from *Nf1*^f/R1809C^; hGFAP-Cre mice following optic nerve crush at 6 weeks of age have increased **(c)** cellularity and **(d)** GFAP expression compared to the sham operation group when analyzed at 12 weeks of age. Scale bars: **a-d** upper panel scale bar, 200 μm; lower panel scale bar, 50 μm.

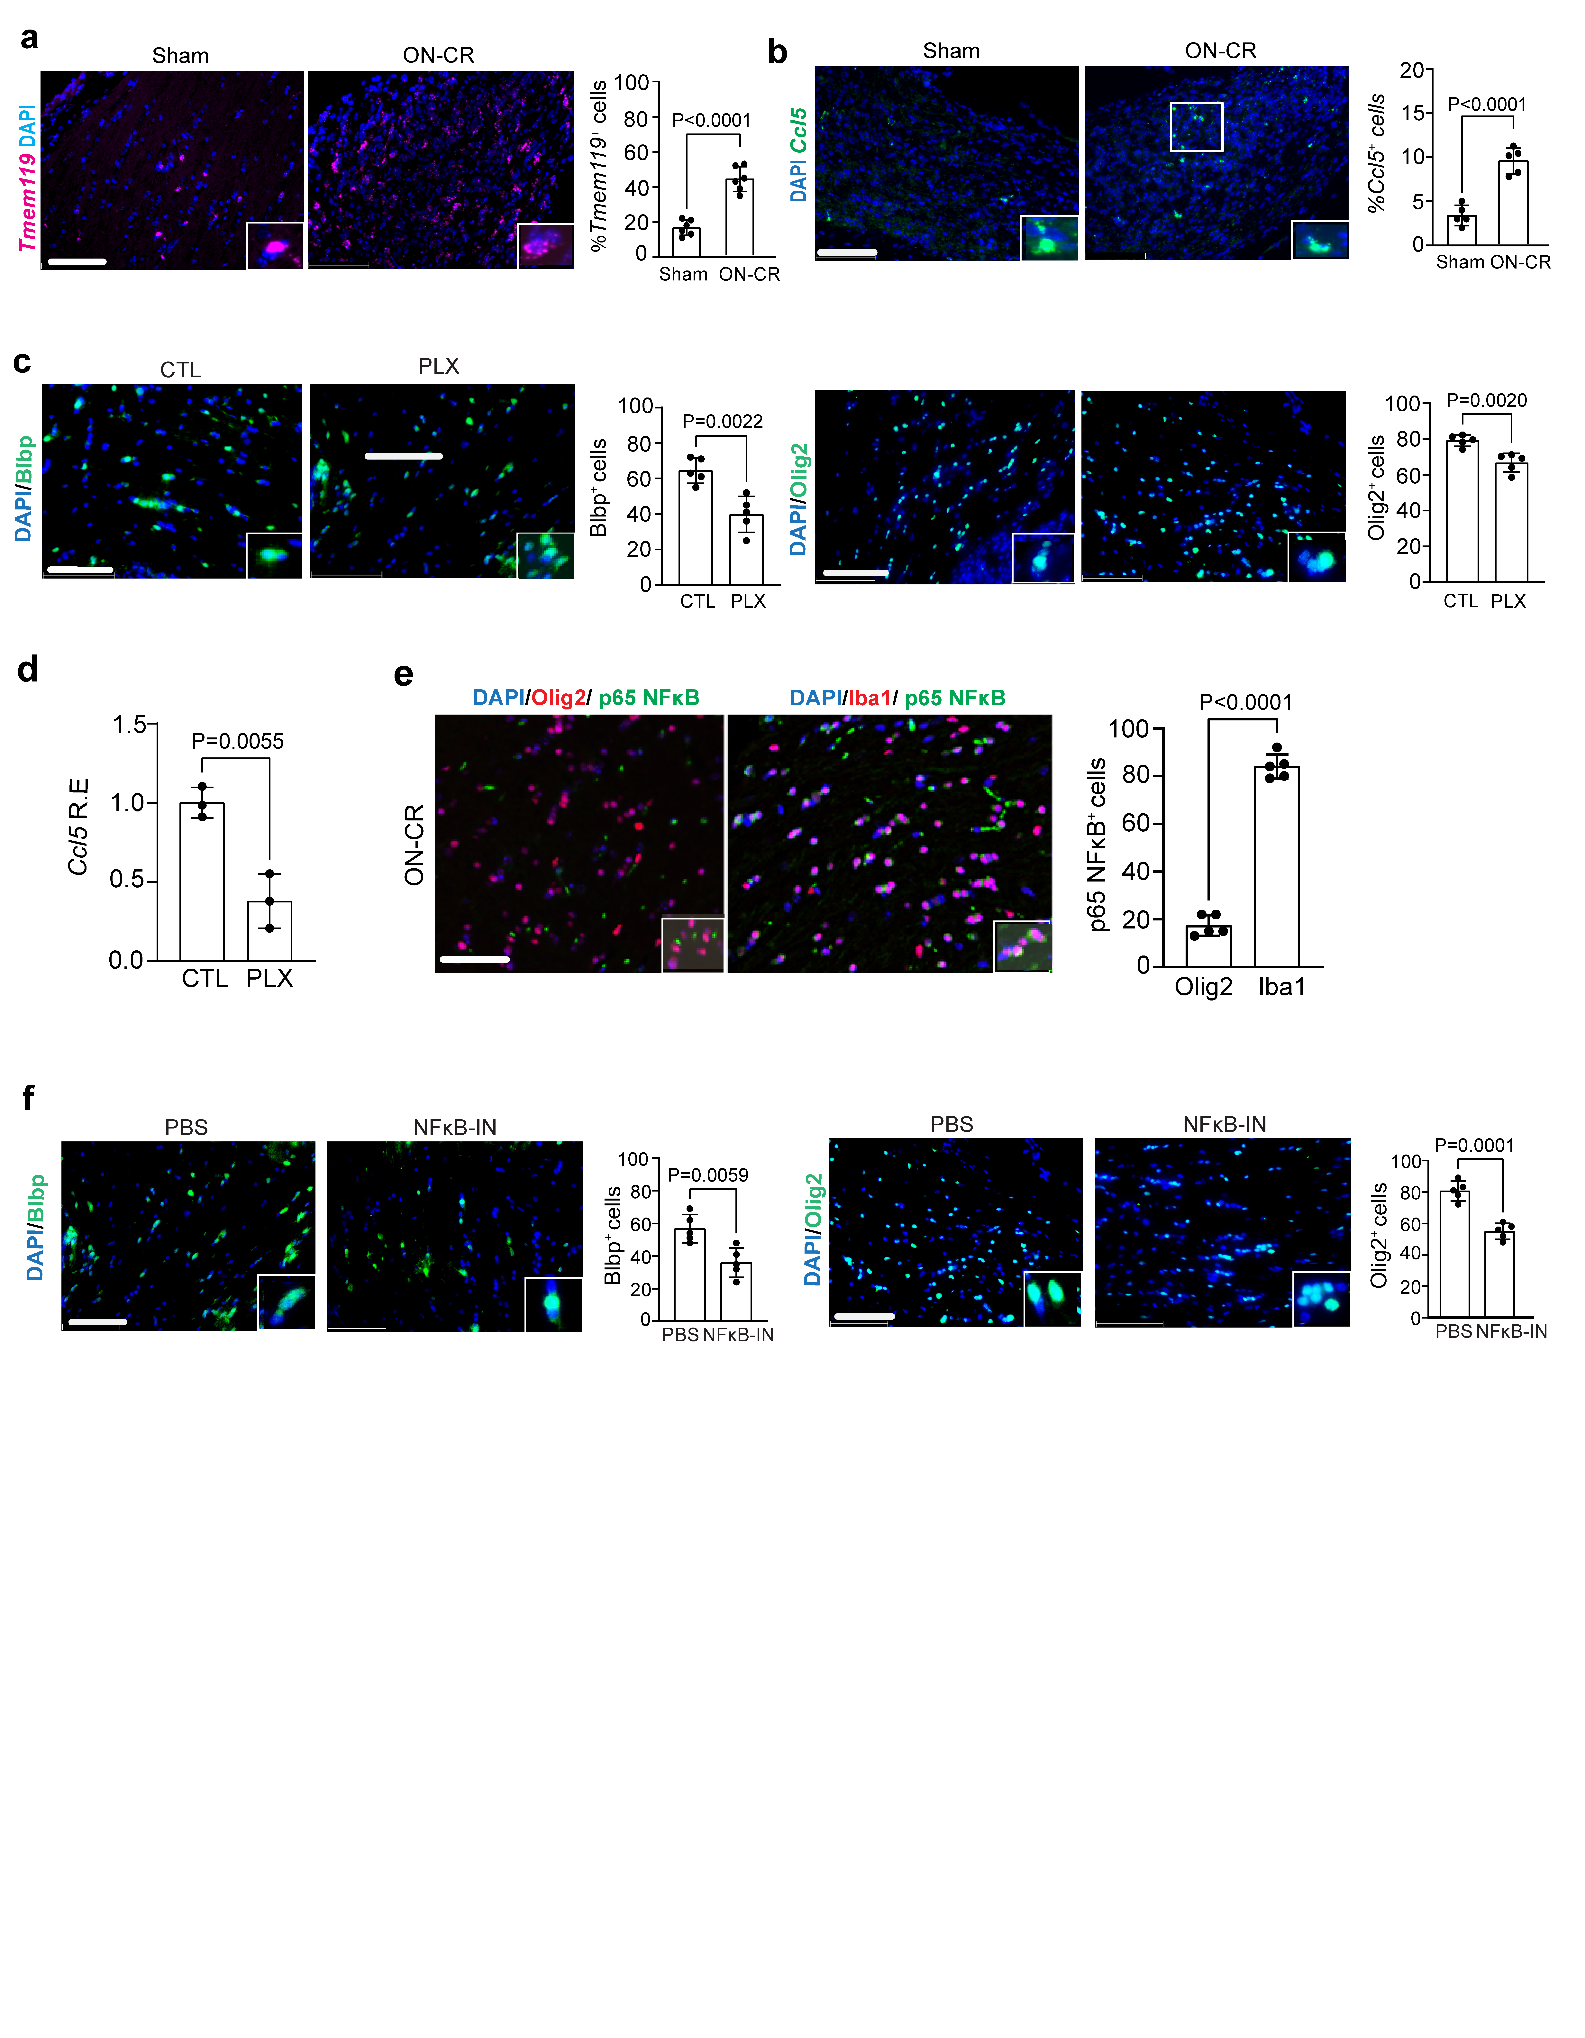

**Fig. S3.** Following ON-CR at 6 weeks of age, RNAscope reveals increased numbers of (**a**) *Tmem119^+^* cells and (**b**) *Ccl5*^+^ cells in the optic nerves of *Nf1^flox/flox^*; hGFAP-Cre mice at 12 weeks of age. PLX3397 (275mg/kg PLX) treatment reduces ON-CR-induced increases **(c)** in Blbp^+^ and Olig2^+^ cell content (%Blbp^+^, %Olig2^+^ cells; *n*=5), as well as **(d)** *Ccl5* expression, in the optic nerves at 12 weeks of age relative to those fed the control (CTL) diet (*n*=3). **(e)** TAMs (Iba1^+^ cells) in 12-week-old *Nf1^flox/flox^*; hGFAP-Cre mice express p65-NFκB following ON-CR at 6 weeks of age. *Nf1^flox/flox^*; hGFAP-Cre mice that underwent ON-CR at 6 weeks of age exhibit reduced Blbp^+^ and Olig2^+^ (%Blbp^+^, %Olig2^+^ cells; *n*=5) cell content at 12 weeks of age following **(f)** Caffeic acid phenethyl (10mg/kg CAPE, NFκB inhibitor, NFκB-IN) treatment relative to PBS-treated controls. Data are presented as the means ± SEM. Scale bars: **a, b, e, f, g** 50 μm; Two-tailed Student’s *t* test.

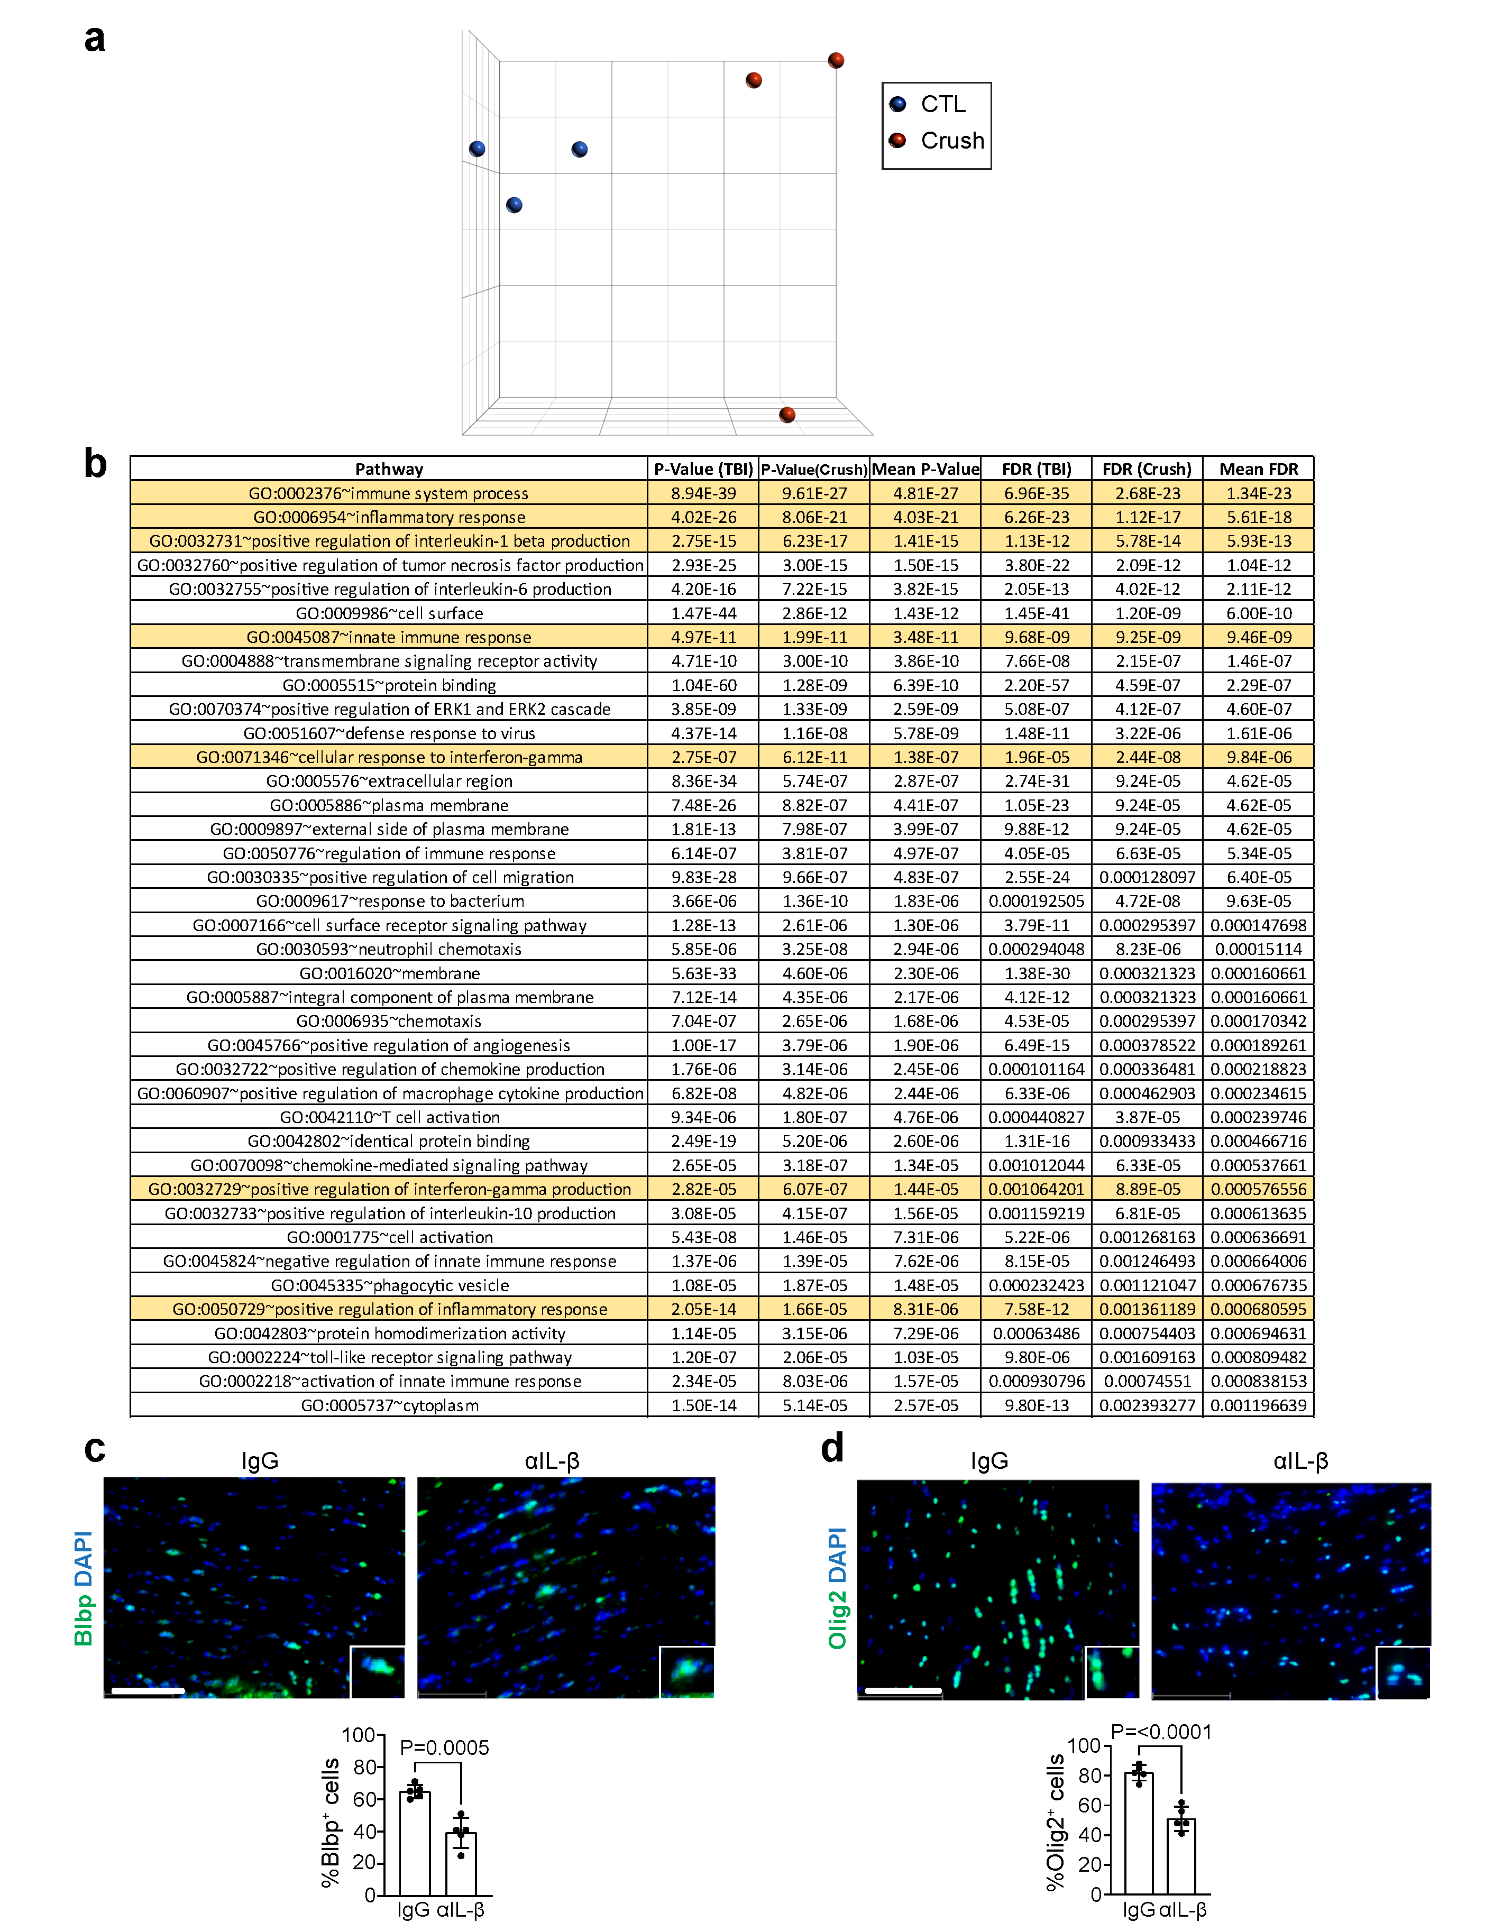

**Fig. S4.** (**a**) Analysis of differential gene expression by bulk RNA sequencing of optic nerves from 12-week-old *Nf1^flox/flox^*; hGFAP-Cre mice following optic nerve crush (ON-CR; n=3) or sham surgery (n=3) at 6 weeks of age. (**b**) R studio version 2023.03.0 was used to identify enriched pathways and to calculate the mean and p-value for ON-CR relative to sham mouse groups, as well as to determine the FDR for each shared pathway. The 40 most significant pathways were identified using the mean FDR ≤ 0.05, and log fold changes greater or equal to ±5. **(c, d)** αIL1β treatment after ON-CR at 6 weeks of age results in reduced optic nerve Blbp^+^ and Olig2^+^ cell content in *Nf1^flox/flox^*; hGFAP-Cre mice at 12 weeks of age compared to IgG controls (%Blbp^+^, %Olig2^+^ cells; *n*=5). Data are presented as the means ± SEM. Scale bars: **c, d** 50μm; Two-tailed Student’s *t* test.

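A principal component analysis of the 500 most variable genes, on log2(value + 2), placed 45.1% of the variance on the first component, 22.2% on the second and 16.9% on the third. On the first component sham mice 1, 2 and 3 were at -17.7, -20.5 and -3.77, and ON-CR mice 4, 5 and 6 were at 5.42, -18.1 and 54.7. ON-CR mouse 5 thus lay among the sham mice on this component, and ON-CR mouse 6 lay apart from the other ON-CR mice. The 10 genes with the largest loadings there were immunoglobulin genes. The second component separated ON-CR mouse 5, at 35.5, from the other mice, which were between -20.1 and 6.01. Its largest loading was that of Bpifa1, and Y-linked genes, Xist, Bpifb1, Sec14l3, Spink5 and Sst made up the rest of the 10 largest. Bpifa1 had normalized values of 22.3, 0 and 7568 in sham mice 1, 2 and 3. In ON-CR mice 4, 5 and 6 its values were 0, 4579 and 5894. Neither of these components separated the groups. The mean distance between libraries was 43.0 within the sham group, 69.4 within the ON-CR group and 60.9 between the groups, so on average the ON-CR libraries differed from each other more than they did from the sham libraries. With all tested genes in place of 500, the first component held 30.9% of the variance.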

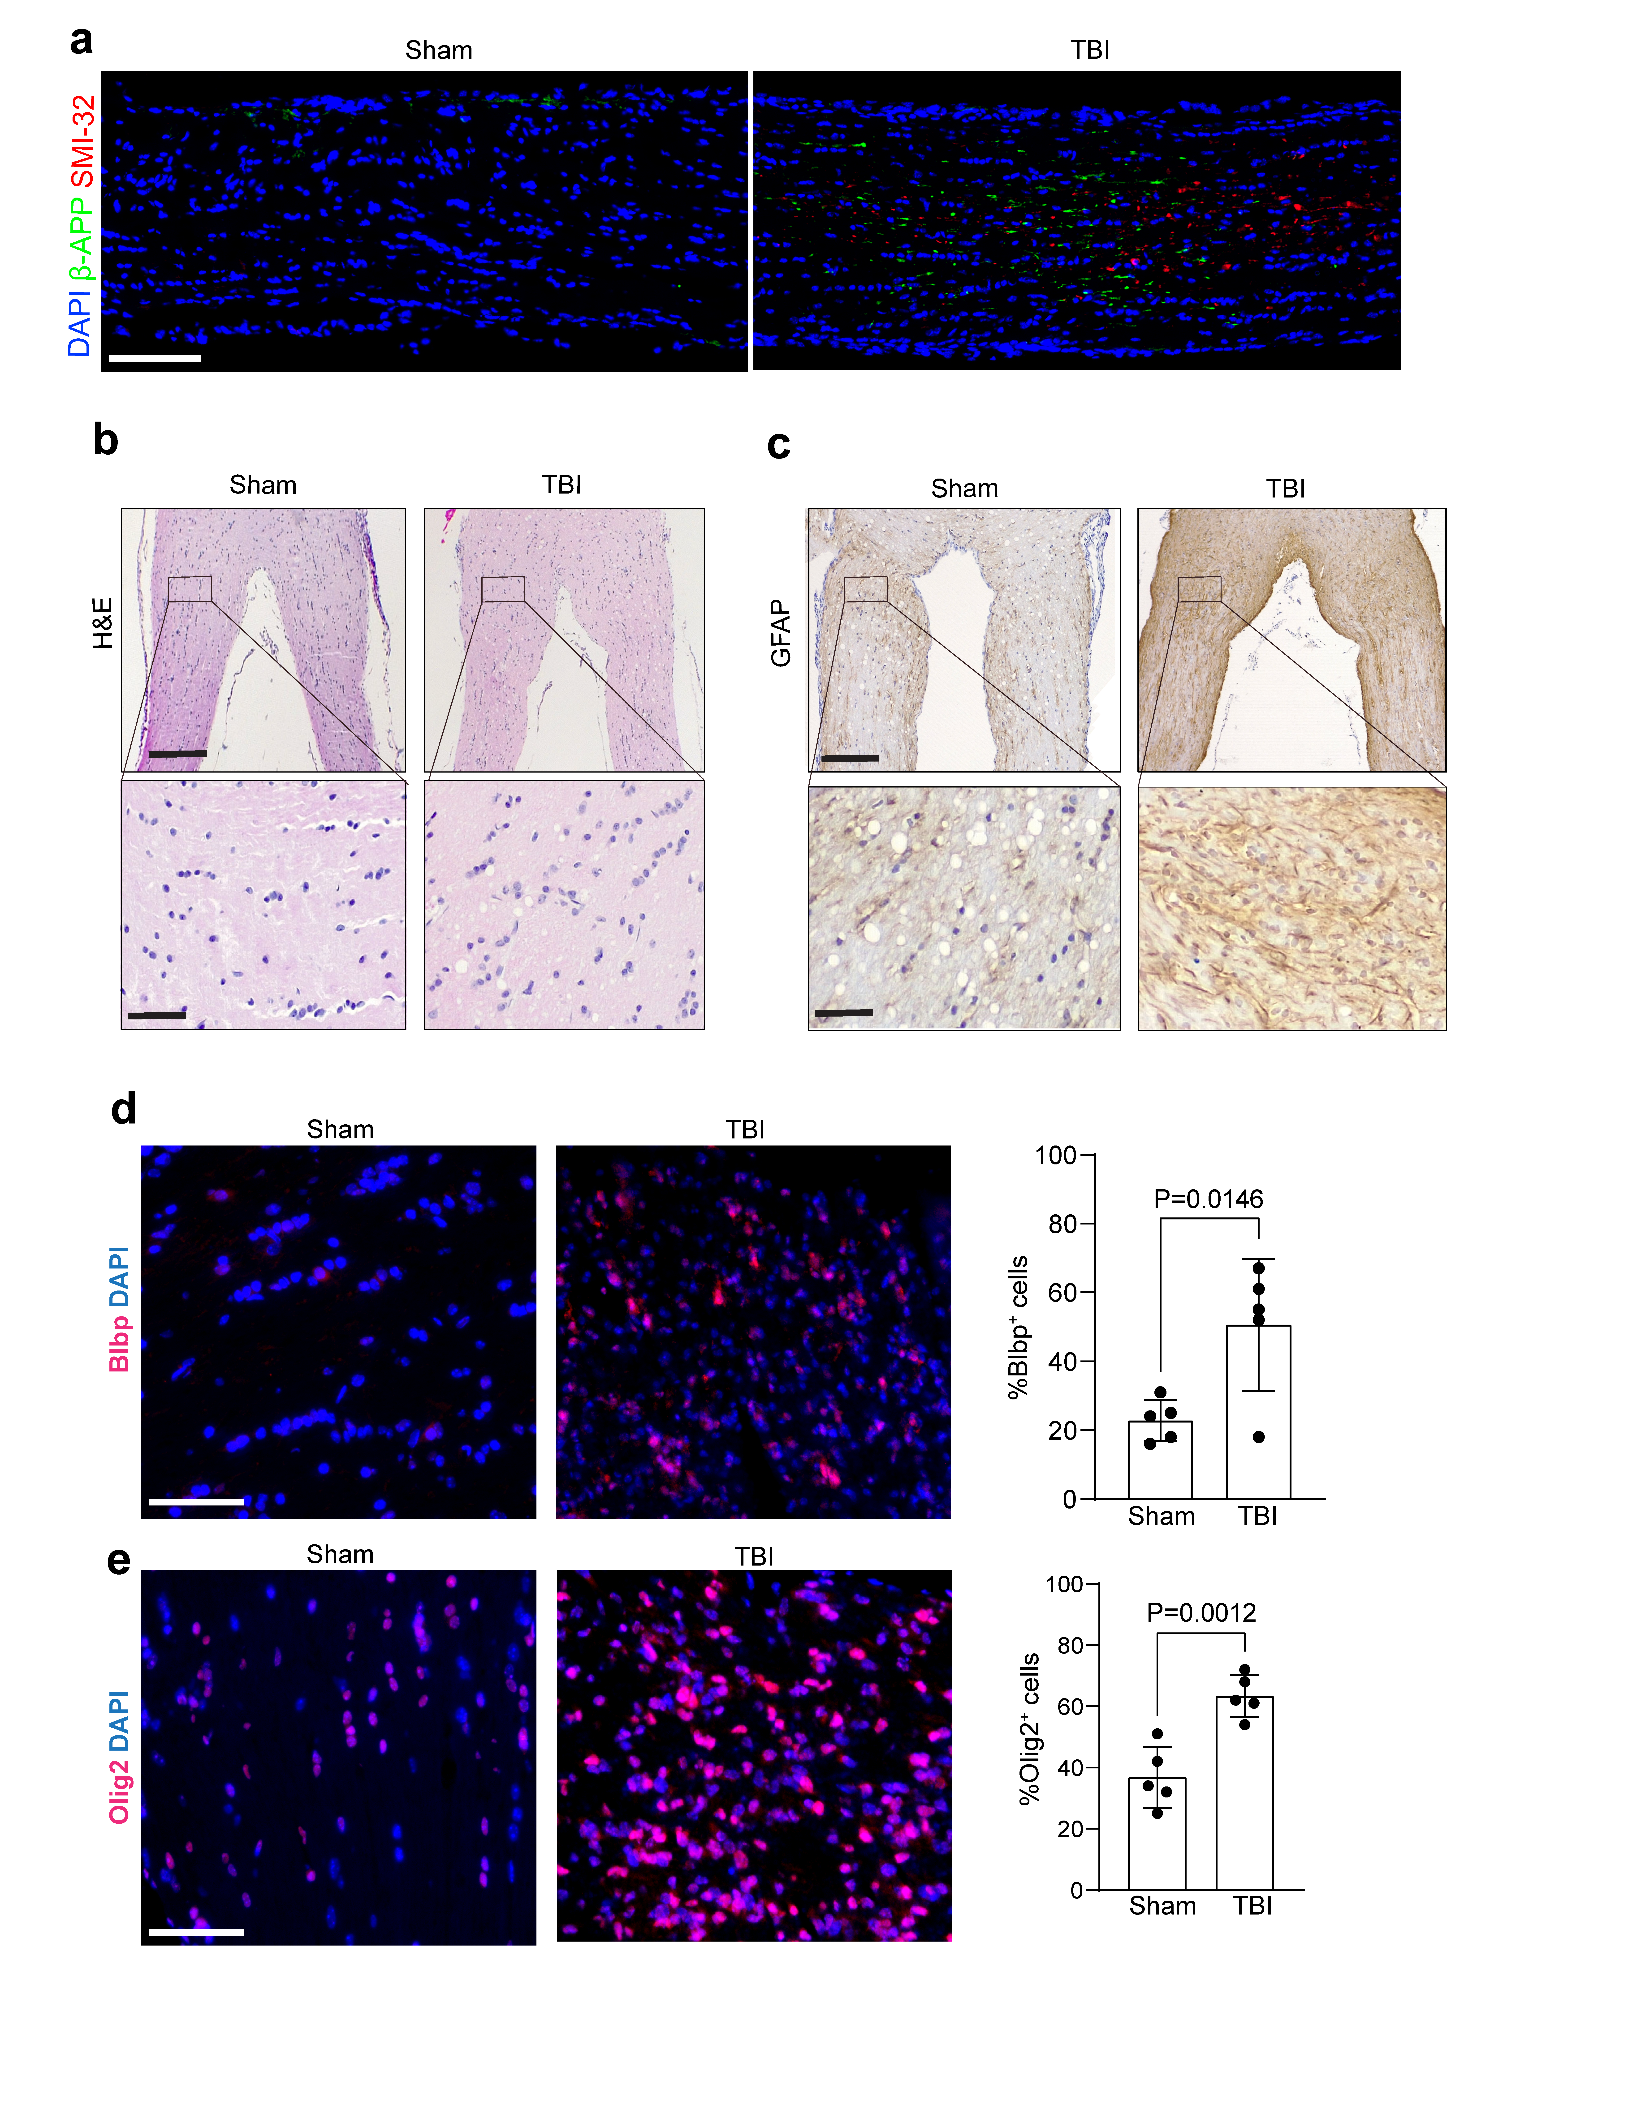

**Fig. S5.** (**a**) Increased β-APP and SMI-32 expression is seen in the optic nerves of *Nf1^flox/flox^*; hGFAP-Cre mice 7 days after TBI (modCHIMERA). Following TBI at 6 weeks of age, increased (**b**) optic nerve cellularity and (**c**) GFAP expression is observed by immunohistochemistry in *Nf1^flox/flox^*; hGFAP-Cre mice at 12 weeks of age relative to sham controls. Immunofluorescence reveals increased (**d**) %Blbp^+^ (*n* = 5) and (**e**) %Olig2^+^ (*n* = 5) cells in *Nf1^flox/flox^*; hGFAP-Cre mice at 3 months of age following TBI at 6 weeks of age compared to sham injury controls. Data are presented as the means ± SEM. Scale bars: **a** 50 μm, **b, c** upper panel bar, 200 μm; lower panel scale bar, 50 μm, **d, e** 40μm. Two-tailed Student’s *t* test.

How the deposited data were processed for this re-analysis (not part of the article)

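RNA of optic nerves from Nf1flox/flox; hGFAP-Cre mice, 3 with sham surgery and 3 with ON-CR, was sequenced in bulk. The mice were grouped by the sample labels, which give mice 1 to 3 as sham and mice 4 to 6 as ON-CR. All 6 were used. The RNA sequencing of mice with traumatic brain injury was not analysed here.

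The authors aligned and quantified the reads with DRAGEN, assigned them to Ensembl gene models of mm10 and applied median normalization in Partek Flow, and the study tested the counts with DESeq2. What the authors deposited is a normalized signal per gene, that is, estimated counts divided by one factor per library. The test planned before the data were examined was a quasi-likelihood test on raw counts. Because the values are not raw counts, limma took its place, and no count model was run. Of the settings fixed in advance, the DESeq2 test and its variance-stabilizing transformation were not run for this reason. Median-of-ratios scaling gave no separate value because the deposited values already carry it, and the planned test without a filter was identical to the reported one. A robust limma fit stood in for the robust quasi-likelihood fit, and pseudocounts of 2 and 0.5 for the planned prior counts.

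Estimated reads were recovered by dividing each library by the value of 1 read, taken from its most frequent low values. Between 68.6% and 70.6% of values were whole reads afterwards, so most but not all values follow the step, and the recovered reads served for depth, for the floor of 3 reads, for scaling, for voom, for the filters on reads and for thinning, and not for the reported test. The depth was 17414091 to 23621006 estimated reads per library. At 3 reads, the floor corresponded to a value of 2.66 to 3.18. Counting error is the only error that the floor covers.

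Values were tested as log2(value + 1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend and Benjamini-Hochberg adjustment over 25755 genes. Every adjusted p of a gene or gene list is from limma unless Fisher's exact test is named. The test was checked on simulated data of 25755 genes, in which 200 genes had been changed 4-fold. All 200 were called, in the right direction, with 15 false calls, and 0 genes were called when none was changed. The changed genes had a mean value of at least 50, and the same dispersion of 0.05 was used for all genes, with no outlying mouse. The simulation therefore does not give the power for genes with few reads, such as Il1b, or the rate of false calls in the real mice. Gene lists were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation. Reactome pathways of 10 to 500 genes, as distributed with fgsea 1.28.0, were tested with a one-sided Fisher exact test. A symbol was found for 98.4% of their gene identifiers, and 81.0% of these symbols were in the table. The Gene Ontology terms used in the paper were not used here. Gene positions are from GRCm38, the assembly named mm10 in the paper, and were found for 97.2% of genes.

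Genes named in the text were those the paper names, the 5 that rose and the 5 that fell most with an adjusted p at or under 0.05, a mean value of at least 50 and groups that do not overlap, members of the reported lists, and sex-linked genes. Other genes were named after their values were seen, among them Dcstamp, Ccl3, Casp1, Il1a, Il1rn, Tgm1, and the immunoglobulin, neuronal and keratin genes. The pathway of cholesterol biosynthesis was singled out in the same way. Some results for genes are not reported here. The lists of brain neurons, hypothalamus and preoptic area, plasma cells and keratinocytes were written after values of some neuronal genes, Igkc, Cdsn and Tgm1 had been seen. The list for IL-1beta production and those for cell types and states were written before the data were examined.

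The settings fixed before the data were examined and run were upper-quartile scaling, library size only, at least 10 reads in every library, the filterByExpr rule, the robust fit, voom with sample quality weights, pseudocount 2, removal of abundant, sex-linked, blood, muscle and photoreceptor genes, and leaving out each mouse in turn. Pseudocount 0.1, TMM scaling, a correction for GC content and transcript length, removal of X- and Y-linked genes and thinning of reads to the smallest library were added after the data were seen. TMM had been the planned scaling for raw counts. TMM scaling and the filterByExpr rule were written anew for these values. Mice carry different numbers in the groups, so none was paired.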

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

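The tests of possible causes in this part were chosen after the values had been seen, except the count of other splits of the mice. The robust fit and the fits that leave out a mouse were fixed before the data were examined. Xist, Tsix, Cdsn and Cst7 are among the genes that rose most after ON-CR, and the paper does not discuss them. Of the 10 splits of the 6 mice into 3 and 3, only the real one (1 of 10) gave as many genes past the stricter thresholds, where the log2 fold change of 5 was met by 4 genes. With 10 splits this share cannot fall below 0.1, so a chance arrangement of the mice cannot be excluded.

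Xist had a log2 fold change of 8.61 (adjusted p = 0.000509 by limma) and its antisense neighbour Tsix 6.73 (adjusted p = 0.00174 by limma). Normalized values of Xist were 16.7, 2.14 and 30.9 in sham mice 1, 2 and 3 and 2708, 6357 and 6131 in ON-CR mice 4, 5 and 6. All 4 Y-linked genes of a list fixed before the data were examined (Ddx3y, Eif2s3y, Kdm5d and Uty) were under 5% of the sham mean in ON-CR mice 5 and 6, against 3 of 13433 autosomal genes with a sham mean of at least 50. A first version of this test, on the 5 annotated Y-linked genes abundant in sham mice, required more than 80% of them and was not met, since 4 of 5 did so. The exception was Gm47283, near the end of the Y chromosome (90784738 to 90816464), which was higher in the ON-CR mice, and the test was then restricted to the list. The values are consistent with mice of different sexes in the groups, sham libraries from males and ON-CR mice 5 and 6 from females. Xist was 4.23 times as abundant as Tsix in ON-CR mice. How the counting divided the reads of their overlap cannot be told from the values, so the part of either rise that comes from reads of the other gene stays open. A first test of this, on the fall of Y-linked genes, does not bear on it and was replaced. The paper states that mice of both sexes were assigned to the groups at random, and no record of each mouse's sex was used here. An effect of ON-CR on these transcripts was not tested, and with no sham library at the ON-CR level of Xist, sex and surgery are confounded for every gene.

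Cdsn had a log2 fold change of 5.47 (standard error 0.84, adjusted p = 0.0105 by limma), from 6.02 ± 5.45 to 236 ± 167 (SD, n = 3 each). Tgm1, another gene of cornified epithelium, rose from 13.3 ± 8.07 to 303 ± 42.6 (SD, n = 3 each), although Gm49067 overlaps it on the other strand. Skin cells in the ON-CR libraries may be proposed as a source. They would bring the other transcripts of their kind. Of the 10 genes of the keratinocyte list found in the table, 5 had a higher mean after ON-CR (Krt5, Krt1, Krtdap, Sfn and Sbsn) and 5 a lower one. The largest rise of a mean was 24.7 normalized counts, for Sbsn, against 230 for Cdsn and 290 for Tgm1, and Krt10 was at 95.6 ± 11.7 in sham mice and 76.3 ± 22.9 in ON-CR mice (SD, n = 3 each). These values argue against skin cells as the whole cause. A small share of them stays open, since Krtdap (log2 fold change 0.67), Sfn (1.23), Krt1 (0.42) and Sbsn (0.34) were higher, Krtdap without overlap between the groups. For none of the 10 genes did every sham library hold 3 or fewer reads. A first version of this test took the median change of Krt5, Krt14, Krt10 and Krt1, and was replaced because these genes went both ways. Expression of Cdsn by cells of the injured nerve remains open and was not tested. The adjusted p of Cdsn by limma was 0.128 without ON-CR mouse 6, 0.0648 in a robust fit and 0.0605 with pseudocount 0.1, over a range of 0.00587 to 0.128 in all settings tried. That of Tgm1 stayed at or below 0.0341.

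Cst7 had a log2 fold change of 4.97, with no other annotated gene on its exons. With each mouse left out in turn the change stayed between 4.80 and 5.29 and the adjusted p by limma at or below 0.0113. Cst7 is on no sex chromosome, but sex and surgery remain confounded for it too. It rose together with the list of activated microglia genes, which is treated under the other observations.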

How the results depend on the processing

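No paired analysis was possible because the mice carry different numbers in the groups. The cause of a change with the setting was not tested except where named. Pseudocount 0.1, TMM scaling, the GC and length correction, removal of X- and Y-linked genes and thinning were chosen after seeing the data.

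With each mouse left out in turn, the number of genes with an adjusted p at or under 0.05 ranged from 67 (without ON-CR mouse 6) to 854 (without ON-CR mouse 5), against 540 with all mice. Fewer mice lower the power, but the removal of ON-CR mouse 5 raised the number. The filter of the paper's methods passed 993 to 1565 genes over these 6 fits. The stricter thresholds passed 2 to 8 genes with a log2 fold change of 5 and 15 to 104 with a 5-fold change. The 8 genes, from the fit without ON-CR mouse 4, were 4 higher and 4 lower. Y-linked genes may be among those lower, since only this ON-CR mouse kept Y-linked transcripts near the sham level. With a 5-fold change, 28 were higher and 16 lower without ON-CR mouse 4, and 78 higher and 26 lower without ON-CR mouse 5. Lists higher after ON-CR numbered 6 to 10, lists lower 2 to 5, and enriched Reactome pathways 5 to 41. The first principal component held 41.8% to 56.7% of the variance. Leaving out a mouse also moved the direction of calls. At an adjusted p at or under 0.05, 137 genes were higher and 325 lower without ON-CR mouse 4. Without ON-CR mouse 5, 489 were higher and 365 lower, against 250 and 290 with all mice. Without ON-CR mouse 4, 4 genes were higher and 4 lower past a log2 fold change of 5. With a 5-fold change that fit gave 28 higher and 16 lower, against 45 and 5. The log2 fold change of Ccl5 reversed to -0.32 without ON-CR mouse 6, against 0.57 with all mice and up to 1.32 without ON-CR mouse 5.

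Several lists that were not called with all mice also changed the sign of their median log2 fold change when 1 mouse was left out. The median of the T cell list was -0.16 without ON-CR mouse 6, against 0.61 with all mice and up to 1.47. That of the B cell list was -0.14 without sham mouse 2 and -0.54 without ON-CR mouse 6, where the list was called lower (adjusted p = 0.0326), against 0.20 with all mice and up to 0.99. Neutrophil genes had medians of -0.086 without sham mouse 2, -0.035 without sham mouse 3 and -0.25 without ON-CR mouse 6, against 0.20 with all mice and up to 0.89. Astrocyte genes were at 0.041 without sham mouse 2 and 0.047 without ON-CR mouse 6, against -0.055 with all mice and down to -0.16, and at 0.074 with scaling by library size alone. Oligodendrocyte precursor genes ranged from -0.0071 without ON-CR mouse 4 to 0.19, and ionotropic glutamate receptor genes from -0.060 without ON-CR mouse 5 to 0.30. With at least 10 reads required in every library, the median was 0.013 for skeletal muscle genes, against -0.49, and -0.041 for photoreceptor genes, against 0.43. The log2 fold change of Nf1 was -0.091 after the GC and length correction, against 0.10.

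Requiring at least 10 reads in every library lowered the genes passing the filter of the paper's methods from 1201 to 575, those passing the 5-fold thresholds from 50 to 15 and those passing a log2 fold change of 5 from 4 to 0. This filter removes genes that are absent in one group. Pseudocount 0.1 gave 8 genes past a log2 fold change of 5, and removal of X- and Y-linked genes left 2. Scaling by library size alone also moved the direction of calls. It gave 616 genes with an adjusted p at or under 0.05, 421 higher and 195 lower, against 250 higher and 290 lower in the reported test, and 1085 higher and 269 lower under the filter of the paper's methods. The median log2 fold change of all genes was 0.15 under this scaling and 0.03 in the deposited values.

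Under fry 3 lists were higher and 1 lower, and with camera at an estimated correlation 0 were higher and 0 lower, against 8 and 3. At an unadjusted p at or under 0.05, 4016 genes differed. Enriched Reactome pathways numbered 0 for genes past a log2 fold change of 5, which were too few (4) for this test to find a pathway. They numbered 3 for genes with an adjusted p at or under 0.05 and a 2-fold change, 82 by camera on all genes and 7 after the GC and length correction, against 11. The first component held 30.9% of the variance with all tested genes and 39.2% with pseudocount 0.5.

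Il1b kept its direction and stayed above an adjusted p of 0.05 in every setting tried. No value of Il1b exists for the filters that removed it, at least 10 reads in every library and filterByExpr. Among 903 other combinations of a gene, list or pathway and a setting, 778 kept their direction and side of the threshold, 87 were weaker, 21 stronger, 2 moved and 15 reversed. The depth limits genes near the floor, among them Il1b, with 2 to 32 estimated reads per library. The planned DESeq2 test and its variance-stabilizing transformation were not run because the values are not raw counts, and median-of-ratios scaling and the test without a filter gave no separate value.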

Differences from the paper's values

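Expression of Ccl4 after ON-CR was 27.5-fold that of sham mice by sequencing, against the paper's about 1.1-fold in Fig. 3b, read by eye. The paper's value is from quantitative PCR. None of the alternatives set before the data were examined closed the gap, with values from 23.5-fold (without ON-CR mouse 6) to 32.1-fold (without sham mouse 3).

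The paper presents IL-1beta production as a leading pathway of the sequencing data. The Gene Ontology terms it used were not used here. The Reactome pathway of Interleukin-1 signaling concerns signaling by the cytokine rather than its production, so its result does not test the paper's pathway. In Reactome, Interleukin-1 signaling had an adjusted p of 1 by Fisher's exact test, and of 0.848 to 1 with each mouse left out. A hand-written list of genes promoting IL-1beta production was called with camera at a preset correlation (adjusted p = 8.06e-08), and was not called under fry (adjusted p = 0.18) or at an estimated correlation (adjusted p = 0.461).

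The paper reports higher Il1b and Ccl5 RNA after ON-CR by quantitative PCR. By sequencing, Il1b was 3.03-fold higher, against the paper's about 4-fold in Fig. 5b, read by eye, and 4.00-fold higher with voom. Ccl5 was 1.48-fold higher, against the paper's about 3-fold in Fig. 4b, read by eye. Both differences in size are smaller than the spread between the mice sequenced, except for Ccl5 without ON-CR mouse 6. Neither gene was called in any setting tried. The adjusted p by limma was 0.332 for Il1b and 0.761 for Ccl5, with ranges over the settings of 0.112 to 0.589 and 0.282 to 0.945. Ccl5 was lower after ON-CR without ON-CR mouse 6, at a log2 fold change of -0.32.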

Other observations

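Tests chosen only after their results or related values had been seen are those on sex, on single libraries, on microglia markers, on the share of oligodendrocytes and on cholesterol biosynthesis. The others were written before their result was seen.

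Of the 10 splits of the 6 mice into 3 and 3, the real split alone gave as many genes with an adjusted p at or under 0.05 (1 of 10, the largest other count being 2 genes). The same held for the filter of the paper's methods (1 of 10, with up to 825 genes in another split), for the thresholds with a log2 fold change of 5 (1 of 10) and for those with a 5-fold change (1 of 10). Lists of the other splits were counted in either direction, because the sides of those splits are arbitrary. Counted so, 4 of the 10 splits gave as many lists as were higher after ON-CR, and 10 of 10 as many as were lower. For Reactome pathways 3 of 10 did, with up to 23 pathways in another split. The numbers of lists and pathways therefore do not set the real split apart. After correction for GC content and transcript length, 93.1% of the 540 genes were still called, and 96.9% after reads were thinned to the smallest library, which argues against either as the whole cause.

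The difference in sex-linked transcripts could contribute to other calls, and this was examined in ON-CR mouse 4, which had both Xist and Y-linked transcripts. Its Y-linked genes were at 65.4% to 83.2% of the sham mean and its Xist at 43.4% of the mean of the other ON-CR mice. The median Y-linked share and the Xist share add up to 113.6%, so a library made of material from mice of both sexes is a candidate explanation. A first version of this sum included Gm47283 and was replaced together with the test on Y-linked genes. The paper pools mice for PCR but its text does not name pooling for sequencing. For 442 autosomal genes called without this mouse, it lay at 74.2% of the way from sham to the other ON-CR mice. The measure was 57.9% for ON-CR mouse 5 over 814 genes and 111% for ON-CR mouse 6 over 63 genes, each set called without that mouse. The value of ON-CR mouse 4 lies between these, but the gene sets differ, so the comparison is a rough one. X-linked genes were 3.60% of genes tested and 2.44% of genes called. Sex and surgery cannot be told apart for the genes called, because no sham library carries Xist at the ON-CR level.

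Mature oligodendrocyte genes fell in all 3 ON-CR mice, with medians of -0.61, -1.06 and -0.82. With libraries scaled by totals without the 10 most abundant genes the median was -0.75, and after the GC and length correction -0.83, which argues against these causes. A lower share of oligodendrocytes as the only change would raise the markers of all other cell types alike. Microglia genes rose and fibroblast genes fell, and the difference between these lists was 0.98 ± 0.12 (SD, n = 3 ON-CR mice). A fall in oligodendrocyte transcripts together with changes in other cells is a hypothesis that stays open. The genes of cholesterol biosynthesis, chosen after the Reactome result was seen, fell with them. Of 22 genes, 21 were lower and 14 had an adjusted p at or under 0.05, with a median log2 fold change of -0.95 and medians of -0.83, -0.96 and -1.02 in ON-CR mice 4, 5 and 6. The median was -0.91 after the GC and length correction and -0.88 with scaling without the most abundant genes. By camera the adjusted p was 2.55e-24, while fry gave 0.186 over all pathways, where it called 0 pathways. Lower lipid synthesis by fewer or demyelinated oligodendrocytes may underlie this fall, and was not tested.

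The list of activated microglia genes rose in all 3 ON-CR mice, with medians of 1.06, 0.86 and 1.23, and a median log2 fold change of 1.02 after the GC and length correction as before it. More microglia with unchanged expression per cell would raise the list of general microglia genes as much. The activated list rose more in each ON-CR mouse, by 0.44 ± 0.18 (SD, n = 3), which argues against this as the whole cause. A first version of this test took 5 general markers picked after values had been seen (Tmem119, P2ry12, Siglech, Gpr34 and Sall1, with a median log2 fold change of -0.071), and was replaced because they went both ways, from -0.35 to 0.42. The activated list also holds genes of other cells, such as Apoe, so a change of microglial state is a hypothesis that stays open. Aif1, which encodes the microglia marker Iba1 stained in the paper, had a log2 fold change of 1.22 (adjusted p = 0.0260 by limma), and lost its call when any mouse but ON-CR mouse 5 was left out, with an adjusted p from 0.000699 to 0.175. Tmem119, the paper's other microglia marker, went the other way, with a log2 fold change of -0.27 (adjusted p = 0.351 by limma). It stayed between -0.33 and -0.15 with each mouse left out. The paper reports more Tmem119-positive cells by RNAscope, a count of cells rather than an RNA level of the whole nerve. For the rise of Ccl4, reads shared with Ccl3 are argued against, since 0 of 630 words of 31 bases in Ccl4 transcripts occur in Ccl3 transcripts, and so are reads of another gene, since 0 annotated genes overlap its exons. Ccl3 rose with it, from 11.2 ± 5.83 to 253 ± 52.1 (SD, n = 3 each).

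ON-CR mouse 5 had the highest levels of many neuronal transcripts. On the brain neuron list 7 of 12 genes were more than 2-fold above every other library, among them Syt1 at 4.06-fold and Rbfox3 at 4.50-fold, while Snap25 was at 1.85-fold and Nrgn at 1.00-fold. All 12 are also expressed in the sham nerves. Neurons of neighbouring brain tissue in this library are a candidate explanation. On the retinal ganglion cell list, fixed before the data were examined, 6 of 11 genes were as high, among them Slc17a6 at 7.87-fold, while Rbpms (0.969-fold), Sncg (0.946-fold), Thy1 (1.03-fold) and Pou4f1 (0.417-fold) were not. A first version of this test used only those 4 genes, picked after their values were seen. It was replaced by the whole list, whose members go both ways, so that retinal ganglion cell bodies cannot be told apart from other neurons here. The hypothalamus and preoptic area list had its highest median in the same mouse, 1.73, against 0.13 or lower in the other ON-CR mice and 0.65 or lower in sham mice.

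ON-CR mouse 6 had 83710 normalized counts of Igkc, against 785 in ON-CR mouse 4 and 48.2 in ON-CR mouse 5, and 187 to 1602 in sham mice. On the plasma cell list 10 of 12 genes were more than 2-fold above every other library, among them Jchain at 34.2-fold, and Xbp1 (0.305-fold) and Tnfrsf17 (1.27-fold) were not. Of the 12, 10 had more than 3 reads in some sham library. Antibody-secreting cells in this library are a candidate explanation, and whether they belong to the nerve or to tissue taken with it was not tested.

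The remaining lists had the following median log2 fold changes. Higher by camera were microglia (0.63), interferon response (0.41), NFkB targets (0.39) and immediate early genes (0.40). Lower were fibroblasts and meninges (-0.34) and blood (-0.63), and blood lost its call without sham mouse 1 or ON-CR mouse 4, or with at least 10 reads required in every library. NFkB targets lost their call without sham mouse 1 (median 0.36), sham mouse 2 (0.28), ON-CR mouse 4 (0.24) or ON-CR mouse 6 (0.21), and the interferon response without sham mouse 2 (0.14). None of these 6 lists was called under fry or with camera at an estimated correlation. Not called were monocytes and border macrophages (0.14), T cells (0.61), B cells (0.20), neutrophils (0.20), astrocytes (-0.05), oligodendrocyte precursors (0.09), endothelial cells (-0.19), skeletal muscle (-0.49), photoreceptors (0.43), retinal ganglion cells (0.55) and ionotropic glutamate receptors (0.19). Other settings called some of these lists. T cells were called higher without sham mouse 3 (median 1.21, adjusted p = 0.00161), ON-CR mouse 4 (0.75, adjusted p = 0.0348) or ON-CR mouse 5 (1.47, adjusted p = 1.27e-05), and after the GC and length correction (0.59, adjusted p = 0.0411), while their median was -0.16 without ON-CR mouse 6 (adjusted p = 0.528). Retinal ganglion cells were called higher without sham mouse 1 (0.60, adjusted p = 0.0222), ON-CR mouse 4 (0.77, adjusted p = 0.00873) or ON-CR mouse 6 (0.65, adjusted p = 0.0326). They were also called higher with at least 10 reads required in every library (0.57, adjusted p = 0.0242). Without ON-CR mouse 5 their median was 0.20 (adjusted p = 0.8995). Neutrophils were called higher without sham mouse 1 (0.89, adjusted p = 0.00334), with a median of -0.25 without ON-CR mouse 6, and monocytes and border macrophages without ON-CR mouse 5 (0.19, adjusted p = 0.0404). Called lower were endothelial cells without sham mouse 3 (-0.27, adjusted p = 0.0240) or ON-CR mouse 4 (-0.22, adjusted p = 0.0348), skeletal muscle without sham mouse 3 (-0.998, adjusted p = 0.0315) or with scaling by library size alone (-0.41, adjusted p = 0.0473), and B cells without ON-CR mouse 6 (-0.54, adjusted p = 0.0326), although their median was positive with all mice. The range of adjusted p over the fits that left out 1 mouse was 1.27e-05 to 0.528 for T cells, 0.00873 to 0.8995 for retinal ganglion cells, 0.00334 to 0.875 for neutrophils and 0.0326 to 0.875 for B cells. Keratinocyte genes had per-mouse medians of -0.32, 0.47 and -0.41 in ON-CR mice 4, 5 and 6.

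The paper names 37 genes that were looked up, and 36 are in the table. Of these, 4 were called higher (Ccl4, Mki67, Aif1 and Cxcl10) and 1 lower (Idh1). Mki67, the gene of the proliferation marker used in the paper, had a log2 fold change of 1.89 (adjusted p = 0.0421 by limma, from 0.0137 to 0.235 with each mouse left out), and lost its call without sham mouse 1, sham mouse 2, ON-CR mouse 4 or ON-CR mouse 6. It also lost its call after the GC and length correction, with a log2 fold change of 1.75 (adjusted p = 0.0655 by limma). Cxcl10 (log2 fold change 1.95, adjusted p = 0.0407 by limma) lost its call when any mouse but ON-CR mouse 5 was left out, in the robust fit (adjusted p = 0.168) and with pseudocount 0.1 (adjusted p = 0.0507), over a range of 0.0173 to 0.237. Idh1 (-0.63, adjusted p = 0.0339 by limma) lost it without sham mouse 1, sham mouse 2, ON-CR mouse 4 or ON-CR mouse 6, over a range of 0.0214 to 0.195. Gfap was at 0.64 (adjusted p = 0.0859 by limma, from 0.0150 to 0.350 over the settings) and Nf1 at 0.10, or -0.091 after the GC and length correction. Ccl5 had 195, 185 and 617 normalized counts in sham mice and 342, 148 and 1444 in ON-CR mice, and its rise rests on ON-CR mouse 6. Cd3e was at 1.22 (adjusted p = 0.420 by limma, and 0.0260 without ON-CR mouse 5, from 0.0260 to 0.783).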
